# Reconstituting central nervous system niche cues partially restores homeostatic-like features in cultured murine primary microglia

**DOI:** 10.1038/s41598-026-61142-0

**Published:** 2026-07-07

**Authors:** Victoria Ilse, Susan Barendrecht, Julia Hahndorf, Stefanie Geissler, Benjamin Hietel, Daniel-Christoph Wagner, Martin S. Staege, Holger Cynis

**Keywords:** Primary microglia, Culture shock, Homeostatic gene signatures, CNS niche cytokines (hTGF-β1, hIL-34, hCX3CL1), Cell biology, Immunology, Neuroscience

## Abstract

Microglia rapidly lose their homeostatic phenotype after isolation, limiting the interpretability of in vitro studies. We systematically evaluated culture conditions that reconstitute central nervous system (CNS) niche inputs to better preserve microglial homeostatic features. Neonatal mouse microglia were isolated by fluorescence-activated cell sorting, Percoll gradients, or a shaking protocol and cultured with defined cytokines (TGF-β1, IL-34, CX3CL1), extracellular matrix (collagen IV), and metabolic support (cholesterol, insulin-transferrin-selenium) under serum-free or serum-containing conditions. RT-qPCR revealed rapid downregulation of seven homeostatic transcripts (Tmem119, P2ry12, Cx3cr1, Hexb, Fcrl2, Olfml3, Tgfbr1) within 24 h across isolation methods, with further decline for a subset over 7 days. A cytokine cocktail partially restored homeostatic gene expression, with collagen IV and cholesterol further enhancing selected transcripts. Serum-free conditions favored ramified, surveillant-like microglia, whereas serum promoted amoeboid, activated-like cells, and adding defined factors preserved ramification while improving transcriptional recovery. Transcriptomic analyses demonstrated that optimized conditions shifted global expression profiles toward neonatal ex vivo microglia, upregulated most microglia-specific homeostatic genes, and downregulated inflammatory effectors. These data define a scalable, serum-free, collagen IV-based culture system with defined CNS cues that partially preserves key aspects of microglial homeostatic transcriptional and morphological features compared with conventional serum-containing culture, providing more physiologically relevant conditions for mechanistic and disease-relevant studies.

**Supplementary Information:**

The online version contains supplementary material available at 10.1038/s41598-026-61142-0.

## Introduction

Microglia are the resident immune cells of the central nervous system (CNS) and are essential for maintaining brain homeostasis. They mediate synaptic pruning and the clearance of cellular debris while contributing to the formation of neural circuits and cognitive processes through complement-dependent synapse elimination^1–3^. Critically, microglia adopt a unique homeostatic phenotype in vivo, characterized by highly ramified morphology and expression of signature markers including transmembrane protein 119 (*Tmem119)*, purinergic receptor P2Y12 (*P2ry12)*, and CX3C motif chemokine receptor 1 (*Cx3cr1)*^4,5^. However, this phenotype is rapidly destabilized upon isolation and in vitro culture, due to loss of interaction with other cell types within the brain microenvironment^6^. This leads to profound transcriptional reprogramming of microglia within hours – a phenomenon termed “culture shock”^7,8^. During this transition, homeostatic genes (e.g., *Tmem119*, *P2ry12*) are markedly downregulated, while genes associated with activation, proliferation, and inflammation (e.g., *Apoe*, *Spp1*, *Lyz2*) are upregulated^9^. Serum-containing culture conditions have been shown to further enhance phagocytic activity and to induce transcriptional upregulation of cytokines such as tumor necrosis factor alpha (TNF-α) and interleukin-6 (IL-6)^8^.

This phenotypic drift poses a major translational barrier. In vitro-cultured microglia develop increased heterogeneity and acquire disease-associated activation states not reflective of their physiological in vivo counterparts, thereby limiting the relevance of findings to CNS conditions^10^. The loss of homeostatic signatures in vitro is attributed to the absence of CNS-specific microenvironmental cues. In vivo, microglial quiescence and identity are maintained through dynamic neuron-glia signaling axes, including neuronal fractalkine (CX3CL1), which promotes microglial surveillance and suppresses activation^11,12^. Astrocyte-derived transforming growth factor beta 1 (TGF-β1) is equally indispensable, governing microglial development and homeostatic gene expression^4,13^, while neuron-secreted interleukin-34 (IL-34) supports microglial survival via colony stimulating factor 1 receptor (CSF1R)^14–17^. Recent advances demonstrate that integrating these cues can partially restore physiological phenotypes, as evidenced by induced pluripotent stem cell (iPSC)-derived microglia generated using cytokine cocktails that mimic the CNS niche^10^.

While adult microglia isolated by fluorescence-activated cell sorting (FACS) provide authentic transcriptional profiles, their low yield and technical complexity restrict widespread application. Consequently, primary microglia cultures remain the predominant model despite their compromised physiological fidelity, a gap that critically impedes mechanistic insights into microglial roles in neurodegenerative diseases like Alzheimer’s disease, multiple sclerosis, and amyotrophic lateral sclerosis.

Here, we address this translational gap by comprehensively reconstituting the CNS microenvironment. We tested culture conditions incorporating *key niche-specific cytokines* (hTGF-β1, hIL-34, hCX3CL1) alongside *critical microenvironmental components*: extracellular matrix coatings (poly-L-ornithine/collagen IV), serum withdrawal, insulin-transferrin-selenium (ITS), cholesterol, urea and sodium selenite. We used quantitative real-time PCR to compare the expression of seven microglia-signature genes (*Tmem119*, *Cx3cr1*, *Hexb*, *P2ry12*, *Tgfbr1*, *Fcrl2* and *Olfml3*; see Table 1 for details) in freshly isolated and cultured microglia. These genes are expressed by CNS macrophages, but not by other myeloid cell populations. Additionally, we characterized the transcriptomes of freshly isolated and cultured microglia using DNA microarrays and RNA sequencing (RNA-seq).

**Table 1:** Homeostatic microglia signature genes examined in this study.

Gene	Full name	Function	Key references
*Tmem119*	Transmembrane protein 119	Type I transmembrane protein; used to distinguish microglia from infiltrating myeloid cells	Wickel 2024; Gosselin 2017
*P2ry12*	Purinergic receptor P2Y12	Gi-coupled ADP receptor; mediates ATP/ADP-guided process extension and chemotaxis supporting synapse surveillance	Wickel 2024; Kettenmann 2013; Gosselin 2017; Nimmerjahn 2005
*Cx3cr1*	C-X3-C motif chemokine receptor 1 (fractalkine receptor)	Chemokine receptor for Cc3cl1; regulates adhesion, migration, and neuron–immune communication	Cardona 2006; Paolicelli 2011; Wickel 2024
*Hexb*	Hexosaminidase subunit beta	Lysosomal enzyme subunit for degradation of glycoconjugates and gangliosides; supports lysosomal clearance of myelin/synaptic debris	Butovsky 2014
*Fcrl2*	Fc receptor-like S (scavenger receptor)	Ig superfamily-like orphan/scavenger-type receptor; likely contributes to scavenging/uptake	Butovsky 2014
*Olfml3*	Olfactomedin-like 3	Secreted extracellular matrix (ECM)-associated protein; may support ECM interactions and ramified morphology in microglia	Butovsky 2014; Haenseler 2017
*Tgfbr1*	Transforming growth factor beta receptor 1	Serine/threonine kinase receptor; mediates canonical Tgf-β signaling, essential for development and maintenance of microglial homeostatic identity (e.g., supports Tmem119/P2ry12 programs) and suppresses proinflammatory reprogramming	Butovsky 2014; Gosselin 2017; Haenseler 2017

Our systematic approach demonstrates that synergistic integration of these elements partially rescues homeostatic transcriptional programs lost during standard culture. This optimized protocol generates neonatal primary microglia with transcriptional and morphological features closer to ex vivo microglia controls, establishing a scalable platform for physiologically relevant disease modeling and mechanistic studies of murine microglia in vitro.

## Results

### Microglia isolation yields highly pure populations across workflows

To establish the fidelity of the starting microglial populations, we first compared three commonly used microglia isolation procedures (Fig. 1A) and assessed purity across workflows. After brain dissection and homogenization, microglia were separated using FACS sorting, density gradient centrifugation or the shaking method based on Barger and Basile^18^. Highly enriched populations of microglia were obtained using all three methods. For shaking-derived neonatal cultures, immunocytochemistry revealed strong immunoreactivity for the microglial markers ionized calcium-binding adaptor molecule 1 (Iba1; AIF1) and cluster of differentiation 11b (CD11b) and minimal detection of the astrocytic and neuronal markers glial fibrillary acidic protein (GFAP) and neuronal nuclei protein (NeuN; RBFOX3) at 24 h in vitro (Fig. 1B). In addition, analysis of our transcriptomic datasets showed very low expression of canonical neuronal (*Nefl*, *Map2*, *Rbfox3*), astrocytic (*Gfap*, *Chil1*) and oligodendrocytic (*Olig2*, *Sox10*, *Mog*) markers compared to microglial signature genes (*Hexb*, *Fcrls*, *Tmem119*) across the examined culture conditions (Fig. 1C), providing indirect evidence for high microglial enrichment. While these data demonstrate high microglial enrichment at the profiled time points, we cannot completely exclude that minor contamination by other brain-resident cell types may occur at later culture stages.

**Fig. 1:**
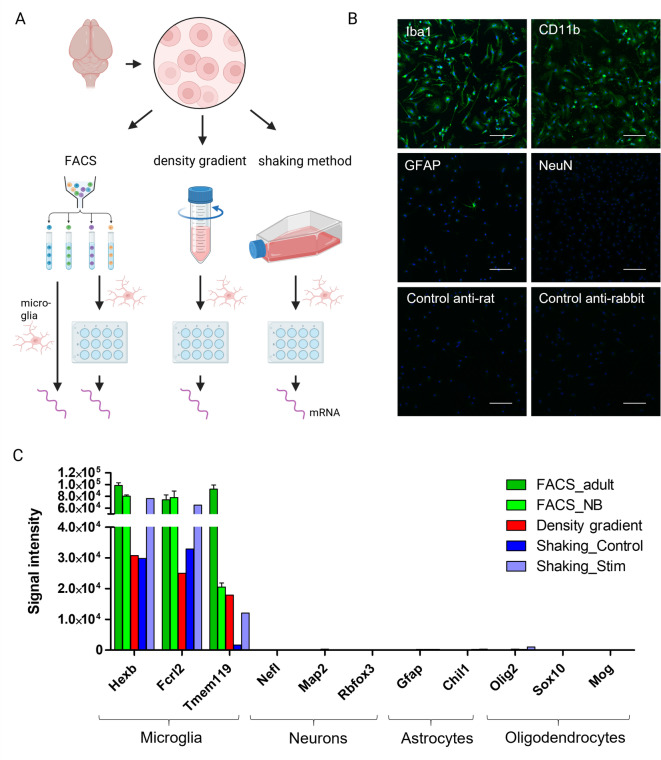
Microglia isolation. (**A**) Schematic representation of different methods used for microglia isolation. After obtaining cell suspensions from brains, microglia were isolated using either fluorescence-activated cell sorting (FACS), density gradient centrifugation, or the shaking method. mRNA was isolated from freshly isolated (FACS only) or cultured microglia. (**B**) Representative fluorescence images of isolated microglia using the shaking method. DAPI (blue) and marker proteins (green) specific for microglia (Iba1, CD11b), astrocytes (GFAP) and neurons (NeuN) were stained as indicated. Staining with secondary antibody only (control anti-rabbit, control anti-rat) served as a negative control. Scale bar: 100 μm. (**C**) Assessment of microglial purity based on microarray expression data. Bar plots display normalized signal intensities for five experimental groups across selected cell type–specific marker genes, including microglial (*Hexb*, *Fcrl2*, *Tmem119*), neuronal (*Nefl*, *Map2*, *Rbfox3*), astrocytic (*Gfap*, ), and oligodendrocytic (*Olig2*, *Sox10*, *Mog*) genes. Data are presented as mean ± standard deviation, illustrating the relative enrichment of microglial markers and the absence or low expression of markers from other central nervous system cell types.

### Standard culture triggers rapid loss of homeostatic signature within 24 h

Building on this validation, we next performed RT-qPCR to quantify seven canonical homeostatic transcripts (*Tmem119*,* Olfml3*,* Cx3cr1*,* Fcrl2*,* Tgfbr1*,* Hexb*,* P2ry12*) to test the hypothesis that in vitro culture precipitates a profound transcriptional reprogramming. We used freshly FACS-sorted microglia from 22-week-old female C57BL/6N mice as an ex vivo adult benchmark, against which cultured microglia from adult or neonatal mice were compared. The latter were derived via FACS, density gradient centrifugation and the shaking method and cultured in DMEM/F12 supplemented with 10% FBS and 50 µg/mL gentamicin. Irrespective of the isolation method and developmental stage, microglia cultured for 24 h as monoculture exhibited significantly reduced expression of all seven genes examined compared with freshly FACS-sorted adult microglia (Fig. 2A–G). This clearly shows that microglia rapidly lose their specific pattern of gene expression when deprived of their natural environment. Because our primary aim was to approximate adult microglial physiology in vitro, freshly sorted adult microglia were chosen as the reference baseline for these RT-qPCR analyses; neonatal ex vivo microglia were characterized in parallel at the transcriptome level (see Fig. 4A,B).

**Fig. 2:**
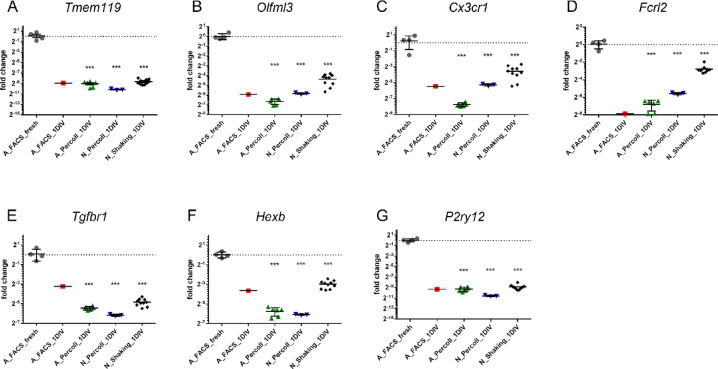
RT-qPCR analysis of seven microglial signature genes shows down regulation after in vitro cultivation. Microglia were isolated from adult (A, 22-week) or neonatal (N, postnatal day 1–3) C57BL/6N mice by: fluorescence-activated cell sorting (A_FACS_fresh, *n* = 4; A_FACS_1DIV, *n* = 1), density-gradient centrifugation (A_Percoll_1DIV, *n* = 7; N_Percoll_1DIV, *n* = 3), or shaking protocol (N_Shaking_1DIV, *n* = 10). RNA was isolated immediately after isolation (A_FACS_fresh) or after one day in vitro as monoculture (1DIV, all other groups). Data are presented as fold change (2 ^−ΔΔCt^) normalized to *Gapdh* and expressed relative to the mean of A_FACS_fresh; individual data points and mean ± SEM are shown. Statistics was performed on ΔCt values: one-way ANOVA with Dunnett’s multiple comparisons test vs. A_FACS_fresh. (**A**–**G**) individual genes as indicated. Significance: * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001.

### Extended culture further erodes a subset of homeostatic transcripts

Building on this observation, we next examined whether extended culture duration elicits additional transcriptional changes. Over 7 days, three of the seven homeostatic genes (*Cx3cr1*,* Hexb*,* P2ry12*; Fig. 3C,F,G respectively) underwent a significant further decrease beyond the 24 h time point, whereas the remaining four transcripts (*Tmem119*,* Olfml3*,* Fcrl2*,* Tgfbr1*; Fig. 3A,B,D,E respectively) did not change significantly across the examined interval (Statistics: one-way ANOVA with Dunnett’s multiple comparisons test vs. day 1). Microglial signature gene expression can be restored when microglia are transplanted back into an intact brain, indicating that cultured microglia retain the capacity to recover their in vivo profile under appropriate conditions^8^. Consequently, in the next step, we aimed at counteracting the culture-induced loss of homeostatic gene expression in primary microglia by using stimulating factors normally present in the CNS.

**Fig. 3:**
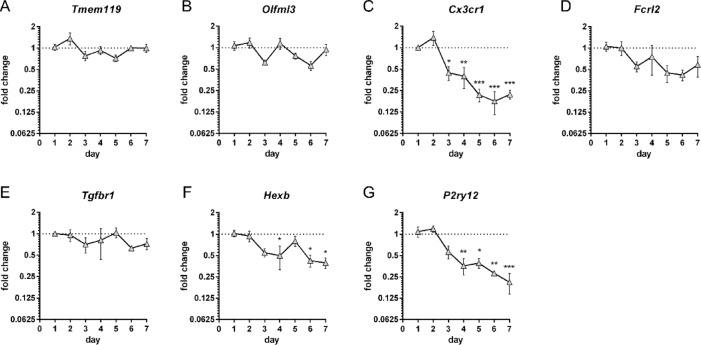
In vitro downregulation of specific microglia-enriched genes over time, analyzed by RT-qPCR. Microglia were isolated from neonatal C57BL/6N mice by shaking method and cultured for up to 7 days in 12-well plates in complete DMEM/F12. Data are presented as fold change (2^−ΔΔCt^) normalized to *Gapdh* and expressed relative to the mean of day 1, mean ± SEM. *n* = 7 for day 1, *n* = 3 for day 2–7. Statistical analysis was performed on ΔCt values: one-way ANOVA with Dunnett’s multiple comparisons test vs. day 1. Significance: * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001. (**A**–**G**), individual genes as indicated.

### CNS niche cues (hTGF-β1, hIL-34, hCX3CL1) align cultured microglia with neonatal ex vivo profiles

Astrocyte-derived anti-inflammatory TGF-β plays an important role in maintaining microglial homeostasis^13,19^ and was used for culturing primary microglia by others^4,8^. In addition to hTGF-β1, we tested two other cytokines (hCX3CL1, hIL-34) that are primarily produced by neurons and are necessary for microglial survival and quiescence. To do so, we supplemented complete DMEM/F12 with different concentrations of hTGF-β1, hIL-34 and hCX3CL1 alone and in combination and assessed the expression fold change of seven homeostatic microglial genes. The increase in expression of these genes was mainly attributable to hTGF-β1 (Supplementary Fig. 1). However, all further experiments were conducted using a combination of all three cytokines at a concentration of 100 ng/mL each, in order to represent both astrocytic and neuronal influencing cues in vitro.

We performed microarray analyses to further characterize differences in gene expression between freshly isolated adult and neonatal microglia, which served as ex vivo reference samples for two developmental stages, and cultured microglia. As shown in Fig. 4A, the gene expression profile of untreated cultured microglia clearly discriminated these cells from all other samples. In contrast, microglia cultures stimulated with the cytokine cocktail described above showed a gene expression pattern that placed these cells closer to freshly isolated microglia, suggesting that the stimulation had shifted the gene expression profile toward that of FACS-sorted microglia. Similar results were observed in the analysis of the seven microglia-specific genes, with the distinction that the treated microglia clearly clustered together with freshly isolated microglia from neonates (Fig. 4B). This finding is consistent with expectations, as the cultured microglia were originally derived from neonatal mice.

### Extracellular matrix and lipid cues (Collagen IV, Cholesterol) fine-tune homeostatic genes

We further reconstituted the CNS niche beyond canonical cytokines. Therefore, we assessed the influence of culture vessel coatings (poly-L-ornithine, collagen IV), the use of serum-free medium, and defined media supplements – cholesterol, urea, sodium selenite, and insulin-transferrin-selenium (ITS) solution – on microglial transcription using RT-qPCR. Figure 4C–I depicts the impact of selected culture conditions on the expression of seven homeostatic microglial genes. In line with the microarray analyses, supplementation with three cytokines (hTGF-β1, hIL-34, hCX3CL1) significantly increased *Tmem119* and *Olfml3* expression by 6.1-fold and 3.9-fold, respectively, relative to cytokine-free medium (Fig. 4C,D; one-way ANOVA with Tukey’s multiple comparisons test). For , the increase in fold change reached significance through the use of 2 µg/mL collagen IV as a vessel coating in addition to cytokines (Fig. 4E). For *Tgfbr1*, significant increase in fold change was achieved by additionally adding 1.5 µg/mL cholesterol to the culture medium (Fig. 4F). The examples show that certain microglial genes can be increased by adding cytokines to the culture medium, and that this effect can be enhanced by collagen IV and cholesterol for individual genes. Neither poly-L-ornithine coating nor media supplementation with urea or sodium selenite could further increase the expression of the genes examined in addition to the cytokines (Supplementary Fig. 2).

Serum withdrawal (FBS-free medium) reduced expression across all genes, reaching significance for *Olfml3*,* Cx3cr1*, and *Tgfbr1* compared with DMEM/F12 containing 10% FBS (Fig. 4D,E,F). This deficit was largely rescued by collagen IV coating together with cytokines, cholesterol and ITS-supplementation, restoring expression to levels comparable to FBS-supplemented standard medium for most genes (except *Fcrl2* and *P2ry12*) and even surpassing baseline significantly for *Tmem119* and *Olfml3*. ITS was used at this point to partially replace serum by providing defined metabolic support.

**Fig. 4:**
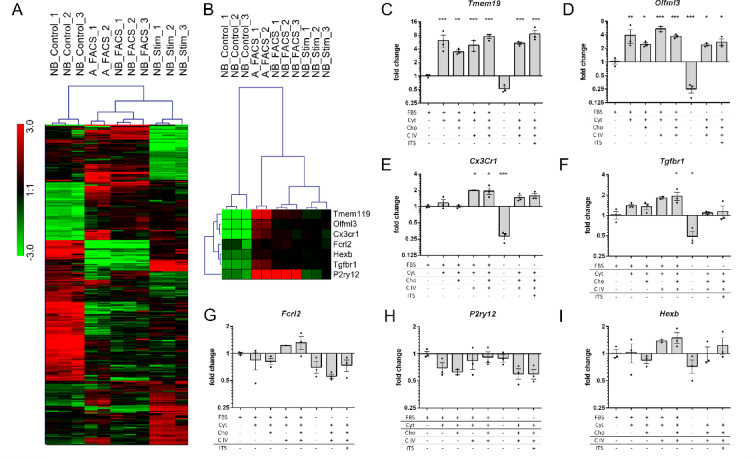
Influence of different cultivation conditions on microglial gene expression. (**A**) Heat-map of log2-transformed and median-centered differentially expressed genes in microglia from different sources based on microarray analysis: FACS-sorted, non-cultured microglia from adult C57BL/6N mice (A_FACS), FACS-sorted, non-cultured microglia from neonatal C57BL/6N mice (NB_FACS), microglia isolated from neonatal mice cultured for 1 day in DMEM/F12 + 10% FBS (NB_Control) or cultured in DMEM/F12 + 10% FBS + 100 ng/mL hTGF-β1 + 100 ng/mL hIL-34 + 100 ng/mL hCX3CL1 (NB_Stim). (**B**) Heat-map of log2-transformed and median-centered microglia marker genes in microglia from different sources (same as in A) based on microarray analysis. Probe sets from the same gene were mean-aggregated. Cluster analysis (Manhattan distance, complete linkage clustering) in A and B was performed with Genesis. (**C**–**I**) Quantitative RT-PCR of microglia isolated from neonatal C57BL/6N mice by shaking method and cultured for 24 h in 12-well plates in DMEM/F12 and varying medium supplements: 10% fetal bovine serum (FBS); 100 ng/mL hTGF-β1, 100 ng/mL hIL-34, 100 ng/mL hCX3CL1 (Cyt); 1.5 µg/mL cholesterol (Cho); 0.1x insulin-transferrin-selenium solution (ITS). Well plates were coated with 2 µg/mL collagen-IV (C IV) before seeding cells as indicated. Data are presented as fold change (2^−ΔΔCt^) normalized to Gapdh and expressed relative to the mean of the control (DMEM/F12 + FBS), mean ± SEM. *n* = 1–3. Statistical analysis was performed on ΔCt values: One-way ANOVA with Tukey’s multiple comparisons test, only *P*-values for comparisons vs. control are shown. (**C**–**I**) individual genes as indicated. Significance: * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001.

### Serum-free, collagen IV–based conditions with cholesterol preserve ramified morphology and enhance transcriptional recovery

Serum profoundly alters the microglial phenotype in vitro, driving amoeboid morphology, proliferation, and heightened phagocytosis (Bohlen et al. 2017). Although serum withdrawal reduced expression of all genes examined, it was associated with a more ramified morphology characterized by long, thin processes typical of homeostatic (“resting”) microglia (Fig. 5B,D). In contrast, microglia cultured with serum exhibited predominantly amoeboid or rounded cell bodies with few thick processes, consistent with an “activated” state (Fig. 5A,C). Importantly, supplementation of serum-free cultures with defined factors (cytokines and cholesterol) on collagen IV largely restored microglial signature gene expression while preserving ramified morphology. Together, these findings support serum-free culture, combined with defined supplements, as a preferred condition to approximate a resting-like microglial phenotype in vitro based on morphology and homeostatic gene expression (see Table 2 for medium recipe).

**Fig. 5:**
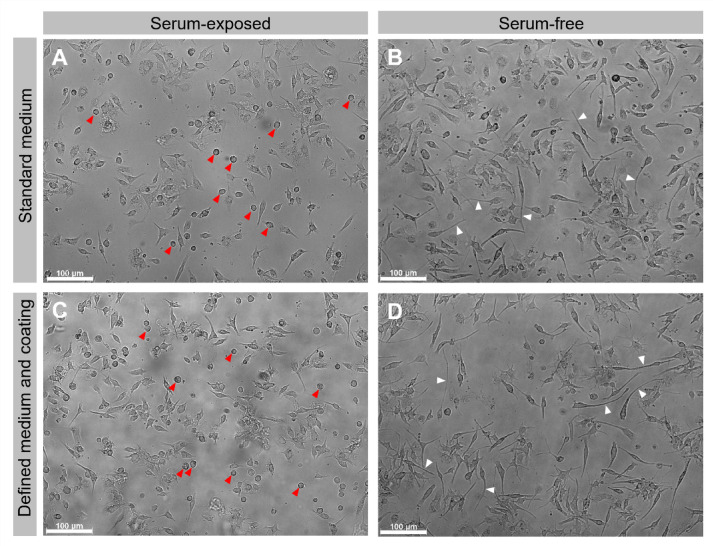
Morphological changes in microglia upon culture in serum-free medium. Primary C57BL/6N microglia were cultured in serum-containing (**A**, **C**) or serum-free (**B**, **D**) glial medium (DMEM/F12 + 50 µg/mL gentamicin). Tissue culture plates in (**C**) and (**D**) were coated with collagen IV (2 µg/mL) and medium was supplemented with hIL-34, hTGF-β1, and hCX3CL1 (100 ng/mL each) and cholesterol (1.5 µg/mL). Red arrowheads point to round microglia without processes, which are typical of an activated state. White arrowheads point to long, thin microglia processes, which are characteristic of a resting phenotype. Representative images for each condition are shown (×20 magnification). Scale bar: 100 μm.

### Optimized culture conditions improve microglial homeostatic gene expression signature

Butovsky et al. defined a set of 152 microglia-specific homeostatic genes^4^. To assess how medium supplements and vessel coatings influence their expression in culture, we performed RNA sequencing of microglia under combined, optimized (as reported in Table 2) versus control (serum-free DMEM/F12) conditions (Fig. 6). 

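RNA from neonatal mouse microglia was sequenced in 6 libraries, 3 from control cultures in serum-free DMEM/F12 and 3 from cultures under the optimized conditions. According to the paper, the optimized medium held 100 ng/mL each of hTGF-β1, hIL-34 and hCX3CL1, 1.5 µg/mL cholesterol and 0.1× insulin-transferrin-selenium, on wells coated with 2 µg/mL collagen IV. The labels deposited with the libraries name the 3 cytokines at 100 ng/mL each and do not name cholesterol, insulin-transferrin-selenium or collagen IV. The authors mapped paired-end reads to mm39 (GRCm39) with HISAT2, counted them per gene with featureCounts, and deposited raw counts and FPKM values for 41079 genes listed by symbol. The counts summed to 21385157, 23013051 and 27261839 in control libraries 1 to 3 and to 20628148, 26174142 and 21813435 in optimized libraries 1 to 3, with medians of 23013051 and 21813435. Each library was counted as 1 replicate, as the legend of Fig. 6 describes them as biological replicates. Libraries of one condition differed by more than the sampling noise of their counts, so none was a copy of another, but this cannot show that they came from separate cultures. The counts were scaled with edgeR's TMM factors and compared with its quasi-likelihood test, with Benjamini-Hochberg adjustment over the 14618 genes with enough counts. The paper's text names no test for this comparison. Expression is given as CPM after scaling, as mean ± SD. The scaling could change the numbers, because Ctsd alone took 2.07%, 2.06% and 2.37% of the counts in the control libraries and 5.04%, 7.11% and 6.05% in the optimized libraries. The counting could also change them. In the Ugt1a locus, reads that lie on overlapping genes appear to have been counted on each of them. Its 9 listed genes, which share exons, had between 2494 and 3458 counts in control library 1.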

Under optimized conditions, most of the 152 genes were upregulated compared with controls (Fig. 6A), resulting in an expression profile that shifted toward the ex vivo pattern observed in freshly FACS-sorted microglia. 

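Transcriptome-wide, 4360 of the 14618 genes tested had an adjusted p-value under 0.05, with 2142 higher and 2218 lower under the optimized conditions (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This balance depended on the scaling, as 32.3% of the genes called were higher with library size alone and 28.8% with limma on the FPKM values of genes with a mean FPKM of at least 1, against 49.1% with TMM. The heat map's gene list was not used here as a list, and 6 signature genes measured by RT-qPCR are given instead. Each of the 6 was higher with an adjusted p-value under 0.05 by edgeR's quasi-likelihood test, with every optimized library above every control library. Olfml3, on chromosome 3 of GRCm39 from 103629538 to 103645322, rose from 28.1 ± 2.73 CPM (SD, n = 3) to 695 ± 120 CPM (SD, n = 3). Its log2 fold change was 4.63 with a standard error of 0.15 and an adjusted p-value of 4.9e-08 from edgeR's quasi-likelihood test. Tmem119, on chromosome 5 from 113931781 to 113938577, rose from 6.29 ± 0.42 to 96.8 ± 12.6 CPM (SD, n = 3 each), a log2 fold change of 3.94 (standard error 0.13). The smallest change among the 6 was that of P2ry12, on chromosome 3 from 59123682 to 59170429, with 15.1 ± 0.24 CPM in control and 42.5 ± 4.04 CPM in optimized cultures (SD, n = 3 each) and a log2 fold change of 1.50 (standard error 0.10). Between these lay Cx3cr1 with a log2 fold change of 2.15, Tgfbr1 with 1.89 and Fcrl2 with 1.85. From the higher expression of most genes of the heat map, the paper states that the profile shifted toward that of freshly sorted microglia. Its direct comparison with sorted cells was made on microarrays (Fig. 4A,B). There, cultures given the cytokines in medium with serum lay closer to sorted microglia than untreated cultures did.

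**Figure D1:**
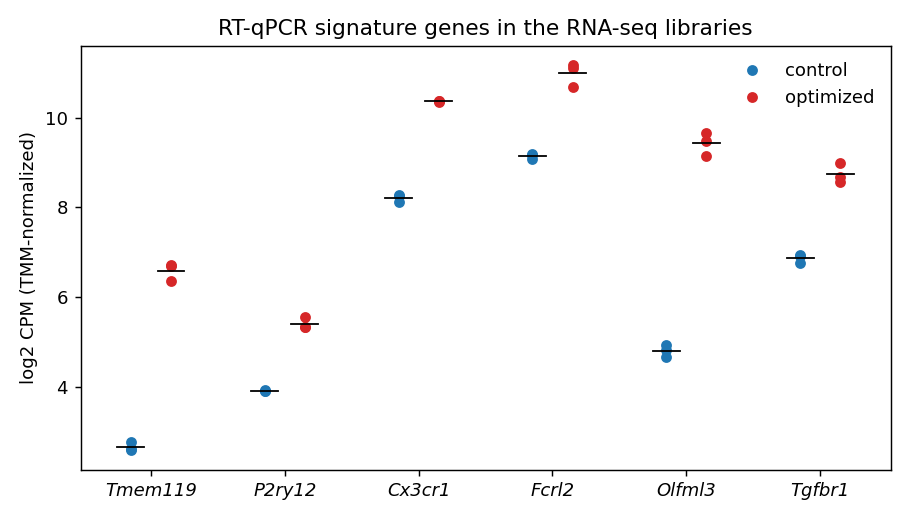
Log2 of the TMM-scaled CPM of 6 signature genes in each library, with 3 control libraries in blue, 3 optimized libraries in red and the mean of each group as a black line. For each gene, all 3 optimized libraries lie above all 3 control libraries.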

The volcano plot identified 21 genes with a significant (*p* < 0.01) |log2 fold change|≥1.5, including *Tmem119*, *Olfml3*, *Cx3cr1* and *Fcrl2* discussed above. 

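All 21 genes labelled as higher in Fig. 6B had an unadjusted p-value under 0.01 and a log2 fold change of at least 1.5, and an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). They were chosen on the same libraries, so this count is not independent evidence. With the FPKM values, a pseudocount of 1 and limma, 17 of the 21 passed the same cut-off. Over all 14618 genes tested, the cut-off was passed by 453 higher and 370 lower genes. With library size alone the balance was reversed among genes past the study's cut-off, higher genes numbering 376 and lower genes 430. The low counts of 3 of the labelled genes limit their precision. Adamts16 had 0, 0 and 1 counts in the control libraries and 22, 38 and 27 in the optimized libraries, and was at least 10.9-fold higher when 3 counts per control library are taken as the limit. Ebf3 had 1, 4 and 5 counts in control and 11, 14 and 10 in optimized libraries, and Siglech had 13, 8 and 8 against 19, 38 and 27. Without control replicate 1, the adjusted p-value of Ebf3 was 0.071, and without control replicate 3 that of Siglech was 0.054 (edgeR's quasi-likelihood test). Ang shares 1387 bases of exons with Rnase4 on the same strand, and their log2 fold changes were 2.78 and 2.87.

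**Figure D2:**
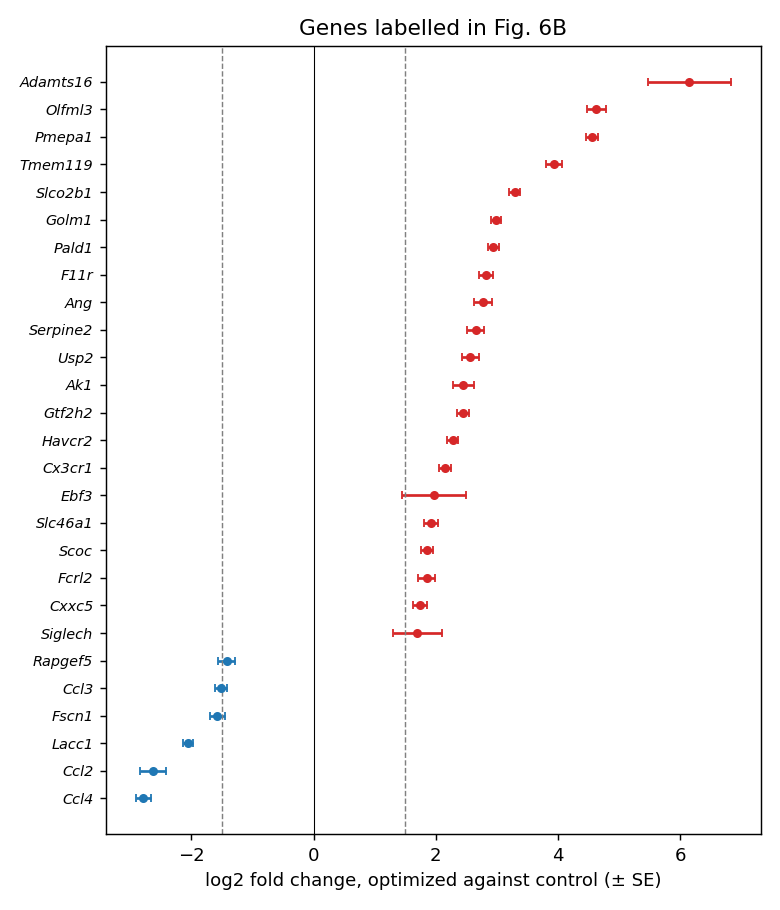
Log2 fold change, optimized against control, of the 27 genes labelled in Fig. 6B, with the standard error as horizontal bars, higher genes in red and lower genes in blue. Dashed lines mark a log2 fold change of 1.5 in either direction, and Rapgef5, at -1.42, lies inside them.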

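Pmepa1, on chromosome 2 of GRCm39 from 173066251 to 173118444, rose from 16.1 ± 1.11 to 379 ± 21.2 CPM (SD, n = 3 each) and had a log2 fold change of 4.56 (standard error 0.10, adjusted p = 1.3e-08 from edgeR's quasi-likelihood test). Serpine2, on chromosome 1 from 79763323 to 79839144, rose from 91.8 ± 7.12 to 576 ± 92.6 CPM (SD, n = 3 each), a log2 fold change of 2.65 with a standard error of 0.13. Havcr2, on chromosome 11 from 46345673 to 46374149, had 38.2 ± 0.56 CPM in control and 185 ± 14.4 CPM in optimized cultures (SD, n = 3 each), and its log2 fold change was 2.27 with a standard error of 0.09. In each of these genes the difference between the conditions was larger than the spread between replicates, with every optimized library above every control library.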

Other upregulated genes included for example *Havcr2*,* Pmepa1* and *Serpine2*. *Havcr2*, also known as *Tim3*, encodes a Th1-specific cell surface protein and is induced by TGF-β signaling. HAVCR2 was shown to suppress immune cells and inhibit phagocytic behavior of microglia^20^. Another TGF-β-inducible gene encodes prostate transmembrane protein, androgen induced 1 (PMEPA1), that acts as a negative feedback regulator of TGF-β signaling by promoting receptor degradation and limiting SMAD activation^21^. SERPINE2, a serine protease inhibitor, regulates extracellular proteolysis and inflammatory signaling. Its deletion alters antimicrobial gene expression in microglia, suggesting a role in immune homeostasis^22^.

Conversely, only six genes were downregulated. 

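The 6 genes labelled as lower in Fig. 6B all had a lower mean in the optimized cultures and an adjusted p-value under 0.05 (edgeR's quasi-likelihood test), and 5 of them passed the cut-off. Ccl4 fell from 204 ± 21.4 to 29.5 ± 4.22 CPM (SD, n = 3 each), a log2 fold change of -2.78 with a standard error of 0.13. Ccl2, on chromosome 11 from 81926397 to 81928279, had a log2 fold change of -2.63 with a standard error of 0.22, Lacc1 one of -2.05 and Fscn1 one of -1.58, which was -1.44 without optimized replicate 1. Ccl3 had a log2 fold change of -1.51 with a standard error of 0.10, and the 3 fits without control replicate 1, control replicate 3 or optimized replicate 3 placed it at -1.5, -1.47 and -1.44. Rapgef5, on chromosome 12 from 117480099 to 117723473, fell from 34.3 ± 3.28 to 12.8 ± 2.41 CPM (SD, n = 3 each). Its log2 fold change was -1.42 with a standard error of 0.14, and -1.54 when the counts were scaled by library size alone.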

Each is linked to inflammatory activation: pro-inflammatory CC chemokine ligands (CCL) are associated with sustained microglial activation^23^; Laccase domain-containing 1 (LAAC1) mediates endoplasmic reticulum stress and exacerbates neuroinflammation^24^; Fascin-1 (FSCN1) is upregulated upon myelin-debris stimulation, coinciding with enhanced microglial migration^25^; and Rap guanine nucleotide exchange factor (RAPGEF) enhances microglial phagocytosis via RAP1 activation^26^. 

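A list of 16 inflammatory effector genes, written down before the data were examined, had 14 genes with enough counts to test. Their median log2 fold change was -1.32, and the list was lower with an adjusted p-value of 2.9e-13 by camera with a preset correlation between genes. Of the 11 lists tested, the calls for this one also held under fry and under camera with an estimated correlation, with adjusted p-values of 6.1e-05 and 0.020. In the list, 10 genes were lower and 1 was higher at an adjusted p-value under 0.05 by edgeR's quasi-likelihood test, and the counts were also 10 and 1 when adjusted over the list alone. The lowest was Ccl5, which fell from 94.9 ± 15.5 to 3.37 ± 0.40 CPM (SD, n = 3 each), with a log2 fold change of -4.81. Tnf fell from 70.9 ± 2.15 to 28.9 ± 0.89 CPM (SD, n = 3 each), with a log2 fold change of -1.30. Il6 went the other way, from 6, 7 and 9 counts in the control libraries to 30, 29 and 32 in the optimized libraries, with a log2 fold change of 2.23 (standard error 0.34, adjusted p = 0.00070 from edgeR's quasi-likelihood test). Il1a, Ptgs2 and Cxcl1 had log2 fold changes of -0.12, 0.30 and 0.32, and their libraries overlapped between the conditions.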

Their downregulation under optimized culture conditions indicates that supplementation represses inflammatory genes and promotes a less activated, more homeostatic transcriptional profile. The observed gene expression changes reflect the combined optimized condition; we did not isolate the independent contribution of single cytokines or supplements to these RNA-seq outcomes.

**Fig. 6:**
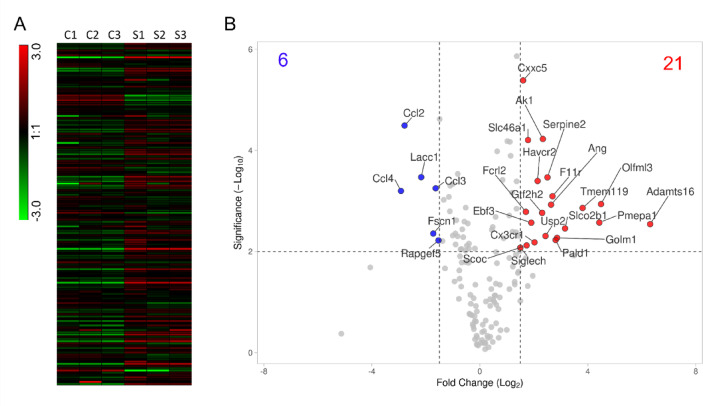
RNA-seq analysis reveals that expression of most microglia-specific homeostatic genes are increased by optimized medium and coating. (**A**) Heat map of 152 microglial specific genes (according to Butovsky et al., 2013) differentially expressed between microglia cultured in serum-free DMEM/F12 (control, C1-3) and microglia cultured in serum-free DMEM/F12 supplemented with hIL-34, hTGF-β1, and hCX3CL1 (100 ng/mL each), cholesterol (1.5 µg/mL) and 0.1× insulin-transferrin-selenium solution on collagen IV-coated culture wells (S1-S3). Three biological replicates are shown per condition. (**B**) Volcano plot showing differential expression of 152 microglial specific genes in microglia cultured in serum-free DMEM/F12 compared with microglia cultured under defined conditions as described in (A) for S1-3. Values in the upper corners indicate the number of upregulated (red) and downregulated (blue) genes.

## Discussion

In this study we showed that standard in vitro culture of primary mouse microglia precipitates a rapid and profound loss of homeostatic features within 24 h of plastic adherence, as evidenced by downregulation of signature transcripts (*Tmem119*,* P2ry12*,* Cx3cr1*,* Hexb*,* Fcrl2*,* Olfml3*,* Tgfbr1*). Critically, this “culture shock” can be partially reversed by reconstituting key CNS niche signals – hTGF-β1, hIL-34, and hCX3CL1 – together with collagen IV coating, cholesterol and insulin-transferrin-selenium in serum-free conditions, yielding both transcriptional recovery (particularly *Tmem119*,* Olfml3*,* Cx3cr1*,* Tgfbr1*) and ramified morphology consistent with a more resting-like microglial state. These results address the translational gap outlined in the introduction by demonstrating that microenvironmental inputs essential for microglial homeostatic features in vivo can be leveraged to partially preserve these features in primary microglia ex vivo^6,7,27^. We used neonatal primary microglia and therefore confine our conclusions to neonatal-derived cultures. Although developmental stage shapes baseline transcription, the direction of cytokine and ECM responses aligns with reports in adult microglia^4,8^.

An important control in our study was the comparison across isolation methods – FACS, Percoll, and shaking – which all converged on the same rapid loss of homeostatic transcripts after 24 h, whereas freshly FACS-sorted adult microglia maintained high expression of signature genes at baseline. This points to culture context as the dominant driver of transcriptional drift, rather than the isolation workflow per se, consistent with environment-dependent microglial identity^7^. Over a 7-day time course, we observed further progressive reductions for a subset of genes (*Cx3cr1*,* Hexb*,* P2ry12*), suggesting a continuing adaptation to the artificial culture milieu and highlighting the need for sustained niche support to prevent phenotypic erosion^7,8^.

Because the ultimate goal was to approximate adult microglial physiology in vitro, particularly in the context of neuroinflammation and neurodegeneration, we used freshly isolated adult microglia as the reference baseline for our RT-qPCR analyses. Neonatal microglia are technically more accessible and yield higher cell numbers, but they differ from adult microglia in their baseline transcriptional, morphological, and functional properties. We therefore included neonatal ex vivo microglia as a separate reference at the transcriptome level (Fig. 4A,B) and interpret our data as assessing how far neonatal-derived cultures can be driven toward adult-like homeostatic transcriptional signatures, rather than implying equivalence between neonatal and adult microglia.

Our observations are congruent with prior work showing that microglial phenotype is tightly governed by CNS-derived cues and is rapidly reprogrammed upon removal from their tissue context^4,8^. Immediate ex vivo profiling revealed that microglia possess a distinct homeostatic transcriptional network in vivo which collapses in conventional culture, with downregulation of *Tmem119* and *P2ry12* and induction of activation and proliferative programs^7,27^. Serum-containing media are a major driver of this drift, promoting amoeboid morphology, proliferation, heightened phagocytosis, and broad activation signatures^8,28^. In line with these reports, we found that serum exposure favored amoeboid microglia, whereas microglia cultured under serum-free conditions yielded thin, highly branched processes typical for surveillant microglia. However, serum withdrawal alone reduced signature gene expression, underscoring that phenotype stabilization requires both removal of activating stimuli and active provision of pro-homeostatic signals. We used insulin-transferrin-selenium (ITS) to partially replace serum by providing defined metabolic support and maintaining baseline viability. Selenium, supplied as part of ITS, is essential for antioxidant defense in microglia, especially through its role in glutathione peroxidase 4 (GPX4), protecting cells from oxidative stress and ferroptosis^29,30^. Insulin regulates microglial glucose uptake and homeostatic metabolism primarily via IRS-1/PI3K/AKT signaling pathways, which are crucial for maintaining microglial quiescence and function^31,32^. Transferrin ensures sufficient iron availability for cell proliferation and enzymatic reactions; limiting free iron is also neuroprotective^33,34^. We did not directly quantify proliferation or phagocytic activity in our cultures, so our conclusions are limited to transcriptional and morphological endpoints.

Building on prior work that used CNS niche cytokines to stabilize primary microglia^4,8^, our data indicate that hTGF-β1 is the predominant driver of transcriptional rescue, while hIL-34 and hCX3CL1 were included to represent neuronal survival and restraint signals. The three-factor mix improved morphology and shifted global profiles toward neonatal ex vivo microglia, without implying additive or dominant effects of hCX3CL1 or hIL-34. Specifically, TGF-β signaling is indispensable for microglial development and maintenance of the homeostatic signature (including *Tmem119* and *P2ry12*) in vivo and can restore aspects of microglial identity ex vivo^19^. The canonical Smad-dependent TGF-β pathway acts as a central regulator of microglial maturation, ensuring their differentiation from progenitors and sustaining a quiescent, surveillant phenotype under physiological conditions^19^. Genetic ablation of TGF-β signaling in microglia leads to a loss of homeostatic markers and induces a transcriptomic shift toward a disease-associated or primed state, highlighting its role in preventing maladaptive activation^19^. IL-34, a high-affinity ligand for CSF1R, is a key survival factor for microglia, and sustained CSF1R signaling is necessary for microglial viability and appropriate transcriptional programs^35,36^. The neuronal chemokine CX3CL1 (fractalkine) restrains microglial activation via CX3CR1 and modulates microglia–synapse interactions, thereby supporting surveillance and limiting inflammatory responses^37,38^. Furthermore, protocols for human iPSC-derived microglia typically combine IL-34 and TGF-β to recapitulate core aspects of microglial identity, supporting the translational relevance of our cytokine cocktail approach^10,39,40^. Together, these literature data provide a biological rationale for the restoration of signature transcripts we observed when hTGF-β1, hIL-34, and hCX3CL1 were supplied.

Beyond these soluble cues, additional contributions from extracellular matrix shaped the magnitude of rescue: we observed that coating of cell culture wells with 2 µg/mL collagen IV augmented the effects of the cytokine cocktail on selected microglial genes and preserved the ramified morphology. Collagen IV is a principal component of vascular basement membranes, that microglia engage via integrin-dependent focal adhesions, thereby modulating their adhesion, mechanosensation, and directed motility at the blood-brain barrier^41^. Accordingly, presenting collagen IV in vitro may help sustain the adhesion, survival, and homeostatic phenotype of primary microglia by mimicking the basement membrane environment of the neurovascular unit and providing integrin-mediated signaling cues that support ramified morphology and anti-inflammatory functions^41^. Besides that, cholesterol availability is a key determinant of microglial identity: microglia sense neuronal cholesterol via Trem2, a receptor essential for microglial metabolic fitness, which regulates ApoE-dependent lipid processing^42^. However, local excessive amounts of cholesterol in the CNS, for example during the breakdown of myelin, can lead to cholesterol transport capacity being overwhelmed. This can induce stress responses in microglia and cause a disease-associated transcriptional state^43^. In this study, 1.5 µg/mL cholesterol did not increase the majority of homeostatic genes examined and affected *Tgfbr1* only in the presence of cytokines and collagen IV. We did not measure survival directly, and inclusion was based on prior reports of improved viability^8^.

Experimental approaches exist in which primary microglia are cultivated alongside astrocytes, neurons, or both^44–46^. Factors secreted by these cells into the culture medium support the ramification of the microglia and induce the expression of genes that are typically lost in vitro. The disadvantage of these approaches is that they are costly and time-consuming to set up, as up to three different cell types must be provided. By contrast, our protocol enables the easy and rapid addition of selected CNS niche cues, offering a simplified solution that can produce similar beneficial effects on cultured microglia morphology and homeostatic gene expression, although we did not directly compare our conditions to such co-culture systems.

Several conceptually related studies have previously combined CSF1R ligands, TGF-β and cholesterol in serum-free conditions to support rodent^8^ or human^47,48^ microglia. Our work builds on these protocols but extends them in three main ways. First, we systematically quantified a defined set of homeostatic genes by RT-qPCR across multiple isolation methods and culture conditions, demonstrating that the same rapid culture-induced loss and partial rescue are observed regardless of the initial isolation workflow. Second, we validated the impact of the optimized condition transcriptome-wide using microarray and RNA-seq, showing that most genes from the Butovsky homeostatic gene set are upregulated and that inflammatory and stress-associated programs are attenuated relative to serum-free control medium. 

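In the RNA-seq libraries, the list of 12 genes of the endoplasmic reticulum and integrated stress response had a median log2 fold change of -0.31 and an adjusted p-value of 0.27 by camera. At an adjusted p-value under 0.05 by edgeR's quasi-likelihood test, 3 of its genes were lower and 3 were higher, and both counts were the same when adjusted over the list alone. Asns was the lowest with a log2 fold change of -1.03 (standard error 0.14), and Herpud1 had one of -1.0 (standard error 0.10). Sdf2l1 was the highest with 0.79 (standard error 0.16), while Hspa5, with exons that overlap those of Rabepk on the other strand, had 0.32. A list of 13 interferon response genes had a median log2 fold change of -1.92 with an adjusted p-value of 2.2e-12 by camera, and all 13 were lower at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test). Under camera with an estimated correlation, the adjusted p-value of this list was 0.14. The 5 activation genes named in the paper's introduction went both ways. Spp1 and Apoe had log2 fold changes of 1.74 and 0.73, Il6 was also higher, and Tnf and Lyz2 were lower, Lyz2 with a log2 fold change of -0.57. As a list they had a median of 0.73 and an adjusted p-value of 0.62 by camera.

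**Figure D3:**
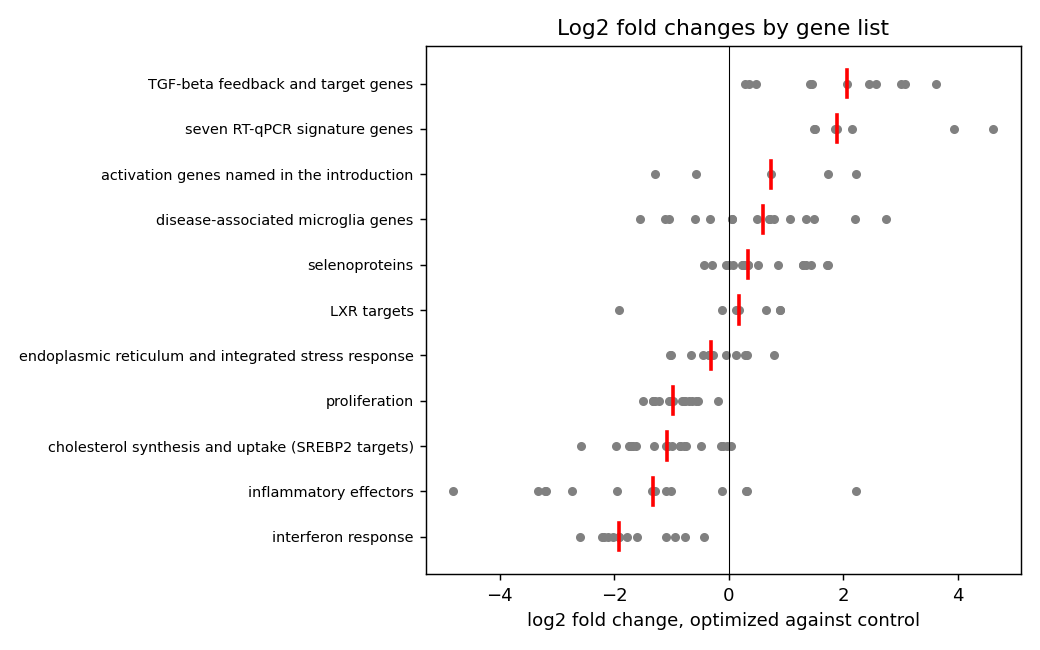
Log2 fold change, optimized against control, of each tested gene (grey points) in the 11 gene lists, with the median of each list as a red line. The interferon response list has the lowest median, -1.92, and the TGF-β feedback and target list the highest, 2.06.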

Third, we provide a practical, collagen IV–based, chemically defined, serum-free recipe that can be implemented without co-culture and is specifically optimized for neonatal primary microglia. In particular, whereas Bohlen et al. primarily characterized microglial survival, morphology and phagocytic capacity under defined serum-free conditions, our data provide the complementary genome-wide transcriptional landscape of microglia exposed to conceptually similar CNS niche cues, thereby linking functional and molecular readouts and offering an experimentally accessible workflow for stabilizing homeostatic-like signatures in primary culture.

Several limitations should be considered when interpreting our findings. First, microglial enrichment was assessed by immunocytochemistry for shaking-derived cultures at early time points and by transcriptomic analysis of lineage marker expression in selected conditions, which indicated very low expression of neuronal, astrocytic and oligodendrocytic markers relative to microglial signature genes. However, we did not systematically quantify contamination across all isolation methods, conditions and time points, so minor contributions from other brain-resident cell types cannot be completely excluded. Second, our ex vivo reference transcriptomes were obtained after enzymatic digestion in the presence of FBS and without transcriptional inhibitors such as actinomycin D, and therefore likely already reflect some isolation-induced changes; they should be interpreted as approximations to the in vivo state rather than undisturbed in vivo profiles. Third, our primary readouts were mRNA expression and morphology. We did not directly assess functional endpoints such as phagocytic capacity, cytokine secretion or proliferation, and therefore do not claim that these aspects of microglial function are fully preserved under our optimized conditions. Future studies should complement our transcriptomic and morphological analyses with functional assays (e.g., phagocytosis assays, cytokine secretion measurements, and Ca²⁺-signaling or calcium-imaging readouts) to determine to what extent the optimized serum-free, collagen IV–based conditions also preserve microglial functions relevant to neuroinflammation and CNS homeostasis. Fourth, RT-qPCR normalization relied on single reference genes (*Gapdh* or *Ywhaz*), whose expression can be modulated by activation state and culture condition; although the major expression trends observed by RT-qPCR were consistent with those from microarray and RNA-seq, the microarray and RNA-seq datasets were normalized using global approaches that do not rely on individual housekeeping genes and therefore provide an independent reference for the direction of expression changes. 

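In the RNA-seq libraries, Gapdh had 242 ± 22.6 CPM in control and 326 ± 58.5 CPM in optimized cultures (SD, n = 3 each), a log2 fold change of 0.43 (standard error 0.13, adjusted p = 0.038 from edgeR's quasi-likelihood test), and its libraries overlapped between the conditions. With library size alone in place of TMM, its log2 fold change was 0.29 and its adjusted p-value 0.061. Leaving out control replicate 1, control replicate 2, optimized replicate 2 or optimized replicate 3 also raised its adjusted p-value above 0.05. Ywhaz had 333 ± 9.30 and 361 ± 14.4 CPM (SD, n = 3 each), a log2 fold change of 0.12 with an adjusted p-value of 0.33 from the same edgeR test, and one of -0.012 with library size alone. Taken as a ratio to the count of Gapdh in the same library, the 6 signature genes given above were between 2.11-fold (P2ry12) and 18.4-fold (Olfml3) higher in optimized cultures. As a ratio to Ywhaz, they were between 2.6-fold (P2ry12) and 22.7-fold (Olfml3) higher. Each of these ratios gave a p-value of 0.1 in a two-sided exact permutation test, the smallest that 3 libraries against 3 allow.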

The use of single housekeeping genes in our RT‑qPCR assays nevertheless represents a methodological limitation that should be addressed in future work by validating multiple reference genes.

In summary, we provide evidence that the rapid loss of microglial homeostatic features after plastic adherence is not irreversible: a defined set of CNS niche cues – hTGF-β1, hIL-34, and hCX3CL1 – combined with ECM and lipid support, can partially restore homeostatic-like transcriptional signatures and ramified morphology in cultured neonatal primary microglia. This optimized, scalable workflow is expected to improve physiological relevance in vitro compared with conventional serum-containing culture, mitigate culture-induced transcriptional artifacts, and enable more robust interrogation of microglial mechanisms implicated in neuroinflammation and synapse regulation across disease models.

## Methods

### Animals

Breeding pairs of mouse strain C57Bl/6N were purchased from Janvier Labs (Le Genest Saint Isle, France). Neonates and adult mice used in this study were bred at Fraunhofer IZI, Halle (Saale), Germany. Mice were maintained in individually ventilated cages (IVC, type II long, Tecniplast) with maximum of 5 mice per cage at the facility of Fraunhofer IZI in Halle (Saale), Germany. The housing conditions (room temperature: 22 °C ± 2 °C, humidity: 50% ± 20%) were controlled by a central ventilation system. The light/dark cycle (12 h day / 12 h night) was regulated. Primary microglia were isolated from postnatal day (P1–P3) neonates of both sexes (average weight 1–2 g) and from adult female mice aged 12–24 weeks (average weight 25–30 g). Neonates were euthanized by decapitation. Adult mice were sacrificed via inhalation of 100% CO_2_ in a designated home cage followed by transcardial perfusion with ice-cold Hanks’ Balanced Salt Solution (HBSS).

### Ethics declaration

A formal approval by an animal ethics committee was not required for this study, and an ethics approval waiver applies under the relevant German regulations. This study did not involve any experiments on live vertebrate animals. All mice were killed solely for the purpose of organ (brain) collection by trained personnel in accordance with Section  4(3) of the German Animal Welfare Act. Under the German Animal Welfare Act implementing Directive 2010/63/EU, the killing of animals exclusively for the use of their organs or tissues, without any prior intervention for experimental purposes, is not classified as an animal experiment and is therefore exempt from project authorization and formal ethics committee approval (Sections  7–8, German Animal Welfare Act). The numbers of mice killed for organ harvesting were reported annually to the competent authority (Landesverwaltungsamt Halle, Halle (Saale), Germany) as required by German law. We confirm that all procedures and animal handling were carried out in full compliance with the German Animal Welfare Act, Directive 2010/63/EU, and recommendations from the Federation of European Laboratory Animal Science Associations (FELASA).

### Brain dissection and dissociation

Brains were harvested under sterile conditions. Tissue digestion was performed using 0.25% trypsin in DMEM/F12 medium (Gibco) supplemented with 10% fetal bovine serum (FBS, Gibco) and 50 µg/mL gentamicin (called “complete DMEM/F12” in the following) for 15 min at 37 °C. Subsequently, DNase I (Roche, 0.4 mg/mL in DMEM/F12) was added and incubated for 5 min at room temperature. Adult brains were homogenized by gently pressing the tissue through a 100 μm cell strainer (Greiner Bio-One) using a sterile syringe plunger, with repeated rinsing using DNase-containing complete DMEM/F12 (approximately 20 mL per brain). Neonatal brains were dissociated using a 10 mL serological pipette followed by a 1 mL pipette, and the resulting suspension was filtered through a 100 μm cell strainer. Cell suspensions were centrifuged at 300 ×*g* for 10 min. Supernatants were discarded, and pellets were resuspended in 10 mL of complete DMEM/F12. The suspension was further filtered through a 40 μm cell strainer and centrifuged again under the same conditions. The resulting cell pellet was subsequently processed for microglia isolation using either fluorescence activated cell sorting (FACS), Percoll gradient centrifugation or mechanical shaking. The use of 10% FBS during enzymatic digestion and washing steps was chosen in line with commonly used protocols to support cell viability during tissue dissociation; we acknowledge that this transient exposure may already influence microglial transcriptional profiles, and this limitation is considered in the interpretation of ex vivo control conditions.

### Fluorescence-activated cell sorting

FACS was performed according to the protocol of Pösel et al.^49^. Briefly, cell suspensions obtained from adult and neonatal C57BL/6N mice were subjected to a 25% Percoll centrifugation to remove myelin. Subsequently, cells were blocked for 10 min at 4 °C with CD16/CD32 Fc-receptor blocking agent (final concentration 2.5 µg/mL, Invitrogen) and stained simultaneously with a PE-conjugated CX3CR1 antibody (1:10, R&D Systems, FAB5825P-025) and an APC-conjugated CD45.2 antibody (1:40, Thermo Fisher Scientific, 17-0454-82) for 25 min at 4 °C in the dark. After washing, cells were resuspended in FACS buffer (3% FBS in phosphate-buffered saline (PBS)). Based on intermediate CD45 signal and high CX3CR1 signal highly pure microglia were sorted into FACS buffer using a FACSAria II (BD Biosciences). Approximately 100.000 microglia cells were sorted from one adult brain, while 40.000 microglia cells were obtained from one neonatal brain. After sorting, cells were centrifuged for 5 min at room temperature at 400 ×*g*, the pellet was resuspended directly in lysis buffer for RNA isolation or in complete DMEM/F12 for subsequent culturing.

### Microglia isolation using percoll gradient centrifugation

Cell pellets obtained from adult and neonatal mouse brains were resuspended in 5 mL PBS and centrifuged at 500 ×*g* for 10 min. For density gradient centrifugation, colloidal silica (Percoll, GE Healthcare) was employed. A stock of isotonic Percoll solution (SIP) was prepared by mixing 9 parts Percoll with 1 part 1.5 M NaCl. SIP was subsequently diluted with PBS to generate 70% and 30% SIP working solutions. The cell pellet was resuspended in 10 mL of 70% SIP and carefully overlaid with 10 mL of 30% SIP, followed by an additional 5 mL of PBS layered on top. The gradient was centrifuged at 300 ×*g* for 40 min at room temperature, with low acceleration and without brakes. The myelin layer, located at the interface of the 30% SIP and PBS, was aspirated. The cell layer at the interface between the 70 and 30% SIP phases was carefully collected and transferred to a new centrifuge tube. Cells were washed by diluting the suspension to 50 mL with PBS and centrifuged at 300 ×*g* for 10 min. The resulting pellet was resuspended in 500 µL complete DMEM/F12.

### L-929 conditioned medium

To obtain macrophage colony-stimulating factor (M-CSF)-rich conditioned medium for microglia proliferation, L-929 cells (DSMZ, Braunschweig, Germany^50^ were cultured adherently in RPMI 1640 medium (Gibco) supplemented with 10% FBS in 75 cm² tissue culture flasks. Conditioned medium was collected every 2–3 days and replaced with fresh medium. Harvested medium was sterile-filtered using 0.2 μm syringe filters and stored at −20 °C until use.

### Microglia Isolation using Shaking Protocol

Microglia isolation was performed using the shaking protocol as described by Barger and Basile^18^ with minor adaptations. The cell suspension of 2–3 neonatal brains was seeded in complete DMEM/F12 in a 75 cm^2^ cell culture flask coated with 0.1% poly-L-ornithine (PLO, Gibco). Flasks were washed with complete DMEM/F12 after overnight incubation and stimulated with 20% L-929 conditioned medium in complete DMEM/F12 on day 8, 13, 21 and 29 after isolation. Microglia were collected by shaking the flasks for 5.5 h at 70 rpm and subsequently aspirating the cell suspension on days 18, 26 and 34 after isolation. After collection of microglia, the glia cell culture was replenished with complete DMEM/F12 (+ 20% L-929 conditioned medium) and incubated for the next shaking isolation. Cultures were discarded after the 3rd harvest on day 34.

### Primary microglia stimulation

Highly pure microglia obtained by FACS, density gradient centrifugation or the shaking protocol, were seeded at a density of 0.5 or 1 × 10^6^ cells per well in a 12- or 6-well plate, respectively, in complete DMEM/F12. Prior to seeding the wells had been coated either with 0.1% (m/V) poly-L-ornithine (PLO, Gibco) in PBS for 2 h at room temperature or 2 µg/mL collagen IV for 2 h at 37 °C. Microglia were allowed to adhere to the wells for 30 min before the medium was replaced. The brief initial exposure to complete DMEM/F12 containing 10% FBS during the adhesion phase was identical in all experimental conditions and is taken into account in the interpretation of differences between serum-free and serum-containing cultures. Different medium supplements were used alone or in combination for the cultivation of microglia isolated using the shaking method: no FBS or 10% FBS; 1.5 µg/mL cholesterol (from sheep, Avanti Polar Lipids Inc.); 100 ng/mL human TGF-β1 (Peprotech, 100–21); 100 ng/mL human IL-34 (Peprotech, 200–34); 100 ng/mL human CX3CL1 (Peprotech, 300–31); 10–500 µg/mL urea (Carl Roth); 0.1–10 µg/mL sodium selenite (Merck); 0.1–1x insulin-transferrin-selenium solution (Life Technologies). Recommended combined optimized conditions are shown in Table 2. The cells were incubated at 37 °C with 5% CO_2_ for 1–7 days.

**Table 2:** Combined optimized culture conditions for neonatal primary microglia culture in serum-free DMEM/F12 recommended by the authors. Gentamicin (50 µg/mL) is also included.

Supplement	Concentration
Collagen IV (vessel coating)	2 µg/mL (leave for 2 h at 37 °C, wash 1x with PBS)
hTGF-β1	100 ng/mL
hIL-34	100 ng/mL
hCX3CL1	100 ng/mL
Cholesterol	1.5 µg/mL
insulin-transferrin-selenium solution	0.1x

### Immunocytochemistry

Isolated microglia were seeded at a density of 5 × 10^4^ cells per well on chamber slides (Corning Inc.) and cultured for 24 h. Medium was removed, slides were rinsed with PBS, and cells were fixed in 4% paraformaldehyde (Thermo Fisher Scientific) for 15 min at room temperature. Then, slides were washed three times with 50 mM ammonium chloride in PBS, permeabilized with 0.1% saponin (Sigma-Aldrich) in PBS for 10 min, and blocked for 30 min in 3% goat serum (Invitrogen)/0.1% saponin in PBS. Primary antibodies were applied, slides were sealed with Parafilm, and incubated overnight at 4°C. The next day, chambers were washed twice with 0.1% saponin in PBS, re-blocked for 10 min in 3% goat serum/0.1% saponin in PBS, and incubated with secondary antibodies (200 µL per chamber) for 1 h at room temperature. Slides were washed twice with 0.1% saponin in PBS and twice with PBS. Nuclei were counterstained with DAPI (1 µg/mL, Life Technologies) for 2 min at room temperature in the dark, followed by two PBS washes. Chambers were removed, slides air-dried, and mounted with Citifluor AF1 (Citifluor Ltd). Mounted slides were dried overnight at 4°C in the dark and imaged using a Zeiss Axiovert S100. The following antibodies and dilutions were used: anti-CD11b (BioRad AbD Serotec, MCA711, 1:50) anti-GFAP (Dako Agilent, Z0334, 1:500), anti-Iba1 (Wako Chemicals, 019-19741, 1:200), anti-NeuN (Abcam, ab177487, 1:200), Cy2-goat-anti-rabbit (Dianova, 111-225-144, 1:50), Cy2-goat-anti-rat (Dianova, 112-225-167, 1:50).

### RNA isolation

Total RNA was isolated from cell pellets or lysates using the Nucleospin RNA XS isolation kit (Machery-Nagel) with slight adaptations to the manufacturer’s protocol: 25 µL carrier RNA working solution was added to the lysate instead of 5 µL; 500 µL of 70% ethanol was added to the filtered lysate instead of 100 µL; RNA elution was performed using 12 µL of RNAse-free water instead of 10 µL; and the eluate was reloaded onto the column again to increase the yield. RNA concentration and quality were determined using a Nanodrop 2000 (Thermo Scientific). RNA samples were stored at −80 °C until further use.

### Complementary DNA (cDNA) Generation and RT-qPCR

Transcription of isolated RNA into cDNA was achieved by mixing 200 ng total RNA with 1 µL of 100 µM random hexanucleotide primers (Roche Diagnostics GmbH), 1 µL of 10 mM dNTPs (Thermo Fisher Scientific), and then filling the mixture to 14 µL with nuclease-free water, followed by incubation for 5 min at 65 °C. Next, 4 µL of 5x first-strand buffer (Thermo Fisher Scientific), 2 µL of a 100 mM DTT solution (Thermo Fisher Scientific), 0.5 µL of SuperScript II reverse transcriptase (Life Technologies), and 1.5 µL of nuclease-free water were added. The preparation was incubated for 10 min at 25 °C, followed by 50 min at 42 °C and finally 15 min at 70 °C.

Quantification of gene expression of microglia-specific genes (*Cx3cr1*,* Tgfbr1*,* Tmem119*,* P2ry12*,* Hexb*,* Fcrl2*,* Olfml3*) by reverse transcription quantitative PCR (RT-qPCR) was performed using SYBR Green PCR Mastermix (Qiagen). Each reaction contained 1 µL of cDNA, 500 nM of forward and reverse primer, 7.5 µL SYBR Green Mastermix and water up to 15 µL. Amplicon length was limited to 240 base pairs. The melting temperatures of the primers were set to be in the range of 60–63 °C. Used primer sequences are listed Table 3. Thermal cycling and detection were performed in a Rotor Gene RG-3000 cycler (Corbett Research/Qiagen). After an initial denaturation step at 95 °C for 5 min, amplification was performed by 40 cycles with denaturation at 95 °C for 5 s and primer annealing and extension at 60 °C for 15 s. *Gapdh* or *Ywhaz* were used as reference genes for normalization and quantification was performed according to the 2^−ΔΔCt^ method^51^. Results are presented as 2^−ΔΔCt^ (fold change) on log 2 axis. Statistical tests are performed on ΔCt values (Ct _gene of interest_ – Ct _reference gene_), since fold changes are multiplicative, skewed, and often heteroscedastic^51^. We are aware that the expression of housekeeping genes such as *Gapdh* and *Ywhaz* can be modulated by microglial activation state and culture conditions; the use of these genes as single references therefore represents a limitation of the normalization strategy and is taken into account when interpreting the RT-qPCR data.

**Table 3:** Primers used for RT-qPCR.

Gene	Forward primer	Reverse primer	Amplicon length [bp]
*Cx3cr1*	CTCACCATGTCCACCTCCTT	CGAGGACCACCAACAGATTT	172
*Hexb*	TTGATACCCCTGGCCATAC	TCATCTCCTCCCAAGTGG	199
*Olfml3*	TGGGGCCAGCAGAGAAGA	TCCAGGAGGCCTTCGAGC	194
*P2ry12*	AGCCGGGCCTCTGAGAAC	TTGGCCTCCTGTTGGTGA	239
*Tgfbr1*	TCATTTCAGAGGGCACCAC	TCTGCCTCTCGGAACCAT	232
*Tmem119*	TGTGAAGGGTGGGTCGGA	ACCAGTTGCTCCCTGGGA	214
*Fcrl2*	TCGTTGAAGGGGAGCCCC	TGCACTCTGGATCAGGCC	215
*Gapdh*	ACTCCACTCACGGCAAATTC	TCTCCATGGTGGTGAAGACA	171
*Ywhaz*	TCTTGTCACCAACCATTCCA	CATTTAGGGCAGGACTTCCA	192

### Microarray and RNA sequencing

DNA microarray analysis was performed by Oaklabs (Henningsdorf, Germany). Sample hybridization was performed on Agilent ArrayXS_Mouse_V1 microarrays. Quantile normalized data were used for all further calculations. Cluster analysis was performed with Genesis^52^. Paired end RNA sequencing was performed essentially as described^53^ by Biomarker Technologies (Münster, Germany). Reads were mapped to the murine genome version mm39 using HISAT2. Quantification of mapped reads was performed using featureCounts. Quality control was performed with fastQC. All procedures were performed with Galaxy (usegalaxy.eu;^54^). Volcano plots were prepared with VolcaNoseR (https://huygens.science.uva.nl/VolcaNoseR/;^55^). Microglia marker genes^4^ were filtered from count tables by using Microsoft Excel. For ex vivo microglia control samples, cells were isolated and processed for RNA extraction as described under “Brain Dissection and Dissociation” and “Microglia isolation”, i.e., using enzymatic digestion in the presence of FBS and without transcriptional inhibitors. The resulting transcriptomes therefore reflect the state of microglia after this isolation procedure rather than an undisturbed in vivo state, which is considered when interpreting comparisons between cultured and ex vivo microglia.

### Statistical analyses

Sample numbers (n) are defined as independent biological replicates and are indicated in figure legends. Statistical evaluations were performed using GraphPad Prism Software. Statistics on microarray and RT-qPCR data were performed using ΔCt values and based on α = 5%. Using one way analysis of variance (ANOVA) followed by post-hoc tests (Dunnet’s or Tukey’s), α depicts the family-wise error rate. However, to facilitate understanding of the data, significance levels are displayed in graphs showing 2^−ΔΔCt^ values, not ΔCt values.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

The datasets generated and/or analyzed during the current study are available in the Gene Expression Omnibus (GEO) repository. The RNA-seq data are available under the following accession number: GSE316250. The microarray data are available under the following accession number: GSE316252.

## References

[1] Prinz, M., Jung, S. & Priller, J. Microglia biology: One century of evolving concepts. *Cell***179**, 292–311. 10.1016/j.cell.2019.08.053 (2019).31585077 10.1016/j.cell.2019.08.053

[2] Li, Q. & Barres, B. A. Microglia and macrophages in brain homeostasis and disease. *Nat. Rev. Immunol.***18**, 225–242. 10.1038/nri.2017.125 (2018).29151590 10.1038/nri.2017.125

[3] Stevens, B. et al. The classical complement cascade mediates CNS synapse elimination. *Cell***131**, 1164–1178. 10.1016/j.cell.2007.10.036 (2007).18083105 10.1016/j.cell.2007.10.036

[4] Butovsky, O. et al. Identification of a unique TGF-β-dependent molecular and functional signature in microglia. *Nat. Neurosci.***17**, 131–143. 10.1038/nn.3599 (2014).24316888 10.1038/nn.3599PMC4066672

[5] Bennett, M. L. et al. New tools for studying microglia in the mouse and human CNS. *Proc. Natl. Acad. Sci. U.S.A.***113**, E1738–E1746. 10.1073/pnas.1525528113 (2016).26884166 10.1073/pnas.1525528113PMC4812770

[6] Pesti, I., Légrádi, Á. & Farkas, E. Primary microglia cell cultures in translational research: Strengths and limitations. *J. Biotechnol.***386**, 10–18. 10.1016/j.jbiotec.2024.03.005 (2024).38519034 10.1016/j.jbiotec.2024.03.005

[7] Gosselin, D. et al. An environment-dependent transcriptional network specifies human microglia identity. *Sci. (New York N Y)*. **356**, eaal3222. 10.1126/science.aal3222 (2017).10.1126/science.aal3222PMC585858528546318

[8] Bohlen, C. J. et al. Diverse requirements for microglial survival, specification, and function revealed by defined-medium cultures. *Neuron***94**, 759–773. 10.1016/j.neuron.2017.04.043 (2017).28521131 10.1016/j.neuron.2017.04.043PMC5523817

[9] Cadiz, M. P. et al. Culture shock: Microglial heterogeneity, activation, and disrupted single-cell microglial networks in vitro. *Mol. Neurodegen*. **17**, 26 10.1186/s13024-022-00531-1 (2022).10.1186/s13024-022-00531-1PMC896215335346293

[10] Abud, E. M. et al. iPSC-derived human microglia-like cells to study neurological diseases. *Neuron***94**, 278–293e9. 10.1016/j.neuron.2017.03.042 (2017).28426964 10.1016/j.neuron.2017.03.042PMC5482419

[11] Kierdorf, K. & Prinz, M. Microglia in steady state. *J. Clin. Investig.***127**, 3201–3209. 10.1172/JCI90602 (2017).28714861 10.1172/JCI90602PMC5669563

[12] Wolf, Y., Yona, S., Kim, K. W. & Jung, S. Microglia, seen from the CX3CR1 angle. *Front. Cell. Neurosci.***7**, 26. 10.3389/fncel.2013.00026 (2013).23507975 10.3389/fncel.2013.00026PMC3600435

[13] Zöller, T. et al. Silencing of TGFβ signalling in microglia results in impaired homeostasis. *Nat. Commun.***9**, 4011. 10.1038/s41467-018-06224-y (2018).30275444 10.1038/s41467-018-06224-yPMC6167353

[14] Wang, Y. et al. IL-34 is a tissue-restricted ligand of CSF1R required for the development of Langerhans cells and microglia. *Nat. Immunol.***13**, 753–760. 10.1038/ni.2360 (2012).22729249 10.1038/ni.2360PMC3941469

[15] Nayak, D., Roth, T. L. & McGavern, D. B. Microglia development and function. *Annu. Rev. Immunol.***32**, 367–402. 10.1146/annurev-immunol-032713-120240 (2014).24471431 10.1146/annurev-immunol-032713-120240PMC5001846

[16] Elmore, M. R. P. et al. Colony-stimulating factor 1 receptor signaling is necessary for microglia viability, unmasking a microglia progenitor cell in the adult brain. *Neuron***82**, 380–397. 10.1016/j.neuron.2014.02.040 (2014).24742461 10.1016/j.neuron.2014.02.040PMC4161285

[17] Mizuno, T. et al. Interleukin-34 selectively enhances the neuroprotective effects of microglia to attenuate oligomeric amyloid-β neurotoxicity. *Am. J. Pathol.***179**, 2016–2027. 10.1016/j.ajpath.2011.06.011 (2011).21872563 10.1016/j.ajpath.2011.06.011PMC3181379

[18] Barger, S. W. & Basile, A. S. Activation of microglia by secreted amyloid precursor protein evokes release of glutamate by cystine exchange and attenuates synaptic function. *J. Neurochem.***76**, 846–854. 10.1046/j.1471-4159.2001.00075.x (2001).11158256 10.1046/j.1471-4159.2001.00075.x

[19] Li, L., Sun, B., Harris, O. A. & Luo, J. TGF-β signaling in microglia: A key regulator of development, homeostasis and reactivity. *Biomedicines***12**, 2468. 10.3390/biomedicines12112468 (2024).39595034 10.3390/biomedicines12112468PMC11592028

[20] Kimura, K. et al. Immune checkpoint TIM-3 regulates microglia and Alzheimer’s disease. *Nature***641**, 718–731. 10.1038/s41586-025-08852-z (2025).40205047 10.1038/s41586-025-08852-zPMC12079183

[21] Zhu, Q., Wang, Y., Liu, Y., Yang, X. & Shuai, Z. Prostate transmembrane androgen inducible protein 1 (PMEPA1): Regulation and clinical implications. *Front. Oncol.***13**, 1298660. 10.3389/fonc.2023.1298660 (2023).38173834 10.3389/fonc.2023.1298660PMC10761476

[22] Krawczyk, M. C., Godoy, M., Vander, P., Zhang, A. J. & Zhang, Y. Loss of Serpin E2 alters antimicrobial gene expression by microglia but not astrocytes. *Neurosci. Lett.***811**, 137354. 10.1016/j.neulet.2023.137354 (2023).37348749 10.1016/j.neulet.2023.137354PMC11473033

[23] Rotterman, T. M. et al. Modulation of central synapse remodeling after remote peripheral injuries by the CCL2-CCR2 axis and microglia. *Cell. Rep.***43**, 113776. 10.1016/j.celrep.2024.113776 (2024).38367237 10.1016/j.celrep.2024.113776PMC10947500

[24] Yi, L. et al. NOD2 promotes sepsis-induced neuroinflammation by increasing brain endoplasmic reticulum stress mediated by LACC1. *Free Radic. Biol. Med.***235**, 280–293. 10.1016/j.freeradbiomed.2025.05.002 (2025).40335000 10.1016/j.freeradbiomed.2025.05.002

[25] Yu, S. et al. Fascin-1 is highly expressed specifically in microglia after spinal cord injury and regulates microglial migration. *Front. Pharmacol.***12**, 729524. 10.3389/fphar.2021.729524 (2021).34646136 10.3389/fphar.2021.729524PMC8502808

[26] Jiang, J. et al. Prolactin deficiency drives diabetes-associated cognitive dysfunction by inducing microglia-mediated synaptic loss. *J. Neuroinflamm*. **21**, 295. 10.1186/s12974-024-03289-z (2024).10.1186/s12974-024-03289-zPMC1156664439543619

[27] Lloyd, A. F. et al. Deep proteomic analysis of microglia reveals fundamental biological differences between model systems. *Cell. Rep.***43**, 114908. 10.1016/j.celrep.2024.114908 (2024).39460937 10.1016/j.celrep.2024.114908

[28] Montilla, A., Zabala, A., Matute, C. & Domercq, M. Functional and metabolic characterization of microglia culture in a defined medium. *Front. Cell. Neurosci.***14**, 22. 10.3389/fncel.2020.00022 (2020).32116565 10.3389/fncel.2020.00022PMC7025516

[29] Ingold, I. et al. Selenium utilization by GPX4 is required to prevent hydroperoxide-induced ferroptosis. *Cell***172**, 409–422e21. 10.1016/j.cell.2017.11.048 (2018).29290465 10.1016/j.cell.2017.11.048

[30] Zhang, Z. H. & Song, G. L. Roles of selenoproteins in brain function and the potential mechanism of selenium in Alzheimer’s disease. *Front. NeuroSci.***15**, 646518. 10.3389/fnins.2021.646518 (2021).33762907 10.3389/fnins.2021.646518PMC7982578

[31] Darwish, R. et al. The role of hypothalamic microglia in the onset of insulin resistance and type 2 diabetes: A neuro-immune perspective. *Int. J. Mol. Sci.***25**, 13169. 10.3390/ijms252313169 (2024).39684879 10.3390/ijms252313169PMC11642714

[32] Chen, W., Liu, X., Muñoz, V. R. & Kahn, C. R. Loss of insulin signaling in microglia impairs cellular uptake of Aβ and neuroinflammatory response exacerbating AD-like neuropathology. *Proc. Natl. Acad. Sci. U.S.A.***122**, e2501527122. 10.1073/pnas.2501527122 (2025).40388612 10.1073/pnas.2501527122PMC12130885

[33] Galy, B., Conrad, M. & Muckenthaler, M. Mechanisms controlling cellular and systemic iron homeostasis. *Nat. Rev. Mol. Cell Biol.***25**, 133–155. 10.1038/s41580-023-00648-1 (2024).37783783 10.1038/s41580-023-00648-1

[34] Kulaszyńska, M., Kwiatkowski, S. & Skonieczna-Żydecka, K. The iron metabolism with a specific focus on the functioning of the nervous system. *Biomedicines***12** (3), 595. 10.3390/biomedicines12030595 (2024).38540208 10.3390/biomedicines12030595PMC10968467

[35] Muñoz-Garcia, J. et al. The twin cytokines interleukin-34 and CSF-1: Masterful conductors of macrophage homeostasis. *Theranostics***11**, 1568–1593. 10.7150/thno.50683 (2021).33408768 10.7150/thno.50683PMC7778581

[36] Huang, S. et al. Mutation in the rat interleukin 34 gene impacts macrophage development, homeostasis, and inflammation. *Life Sci. Alliance*. **8**, 9. 10.26508/lsa.202503264 (2025).10.26508/lsa.202503264PMC1217773640533345

[37] Limatola, C. & Ransohoff, R. M. Modulating neurotoxicity through CX3CL1/CX3CR1 signaling. *Front. Cell. Neurosci.***8**, 229. 10.3389/fncel.2014.00229 (2014).25152714 10.3389/fncel.2014.00229PMC4126442

[38] Paolicelli, R. C. et al. Synaptic pruning by microglia is necessary for normal brain development. *Sci. (New York N Y)*. **333**, 1456–1458. 10.1126/science.1202529 (2011).10.1126/science.120252921778362

[39] McQuade, A. et al. Development and validation of a simplified method to generate human microglia from pluripotent stem cells. *Mol. Neurodegener.***13**, 67. 10.1186/s13024-018-0297-x (2018).10.1186/s13024-018-0297-xPMC630387130577865

[40] Haenseler, W. et al. A highly efficient human pluripotent stem cell microglia model displays a neuronal-co-culture-specific expression profile and inflammatory response. *Stem cell. Rep.***8**, 1727–1742. 10.1016/j.stemcr.2017.05.017 (2017).10.1016/j.stemcr.2017.05.017PMC547033028591653

[41] Wareham, L. K. & Calkins, D. J. Making tracks: Microglia and the extracellular matrix. *Mol. Neurodegener*. **20**, 101. 10.1186/s13024-025-00898-x (2025).10.1186/s13024-025-00898-xPMC1248199741024112

[42] Ulland, T. K. et al. TREM2 maintains microglial metabolic fitness in Alzheimer’s disease. *Cell***170**, 649–663e13. 10.1016/j.cell.2017.07.023 (2017).28802038 10.1016/j.cell.2017.07.023PMC5573224

[43] Nugent, A. A. et al. TREM2 regulates microglial cholesterol metabolism upon chronic phagocytic challenge. *Neuron***105**, 837–854e9. 10.1016/j.neuron.2019.12.007 (2020).31902528 10.1016/j.neuron.2019.12.007

[44] Baxter, P. S. et al. Microglial identity and inflammatory responses are controlled by the combined effects of neurons and astrocytes. *Cell. Rep.***34**, 108882. 10.1016/j.celrep.2021.108882 (2021).33761343 10.1016/j.celrep.2021.108882PMC7994374

[45] Badley, J. R., Bhusal, A. & Lein, P. J. A primary rat neuron-astrocyte-microglia tri-culture model for studying mechanisms of neurotoxicity. *Front. Toxicol.***6**, 1523387. 10.3389/ftox.2024.1523387 (2024).39867128 10.3389/ftox.2024.1523387PMC11759268

[46] Luchena, C. et al. A Neuron, microglia, and astrocyte triple co-culture model to study Alzheimer’s disease. *Front. Aging Neurosci.***14**, 844534. 10.3389/fnagi.2022.844534 (2022).35493929 10.3389/fnagi.2022.844534PMC9048896

[47] Tewari, M. et al. Physiology of cultured human microglia maintained in a defined culture medium. *ImmunoHorizons***5**, 257–272. 10.4049/immunohorizons.2000101 (2021).33931497 10.4049/immunohorizons.2000101PMC9190148

[48] Dorion, M. F. et al. Systematic comparison of culture media uncovers phenotypic shift of primary human microglia defined by reduced reliance to CSF1R signaling. *Glia***71**, 1278–1293. 10.1002/glia.24338 (2023).36680780 10.1002/glia.24338

[49] Pösel, C., Möller, K., Boltze, J., Wagner, D. C. & Weise, G. Isolation and flow cytometric analysis of immune cells from the ischemic mouse brain. *J. Visual. Exp.: JoVE*. 10.3791/53658 (2016).10.3791/53658PMC482814826967380

[50] Sanford, K. K., Likely, G. D. & Earle, W. R. The growth in vitro of single isolated tissue cells. *J. Natl. Cancer Inst.***9**, 229–246 (1948).18105872

[51] Livak, K. J. & Schmittgen, T. D. Analysis of relative gene expression data using real-time quantitative PCR and the 2(-Delta Delta C(T)) Method. *Methods (San Diego Calif)*. **25**, 402–408. 10.1006/meth.2001.1262 (2001).11846609 10.1006/meth.2001.1262

[52] Sturn, A., Quackenbush, J. & Trajanoski, Z. Genesis: Cluster analysis of microarray data. *Bioinf. (Oxford England)*. **18**, 207–208. 10.1093/bioinformatics/18.1.207 (2002).10.1093/bioinformatics/18.1.20711836235

[53] Engel, K. et al. Identification of differentially expressed human endogenous retrovirus families in human leukemia and lymphoma cell lines and stem cells. *Front. Oncol.***11**, 637981. 10.3389/fonc.2021.637981 (2021).33996550 10.3389/fonc.2021.637981PMC8117144

[54] The Galaxy Community. The Galaxy platform for accessible, reproducible, and collaborative data analyses: 2024 update. *Nucleic Acids Res.***52**, W83–W94. 10.1093/nar/gkae410 (2024). 38769056 10.1093/nar/gkae410PMC11223835

[55] Goedhart, J. & Luijsterburg, M. S. VolcaNoseR is a web app for creating, exploring, labeling and sharing volcano plots. *Sci. Rep.***10**, 20560. 10.1038/s41598-020-76603-3 (2020).33239692 10.1038/s41598-020-76603-3PMC7689420

# Supplementary material for: Reconstituting central nervous system niche cues partially restores homeostatic-like features in cultured murine primary microglia
**Source:** Sci Rep. 2026 Jul 7;16:20998. doi: 10.1038/s41598-026-61142-0
**Supplement:** Supplementary file 1 — Supplementary Material 1

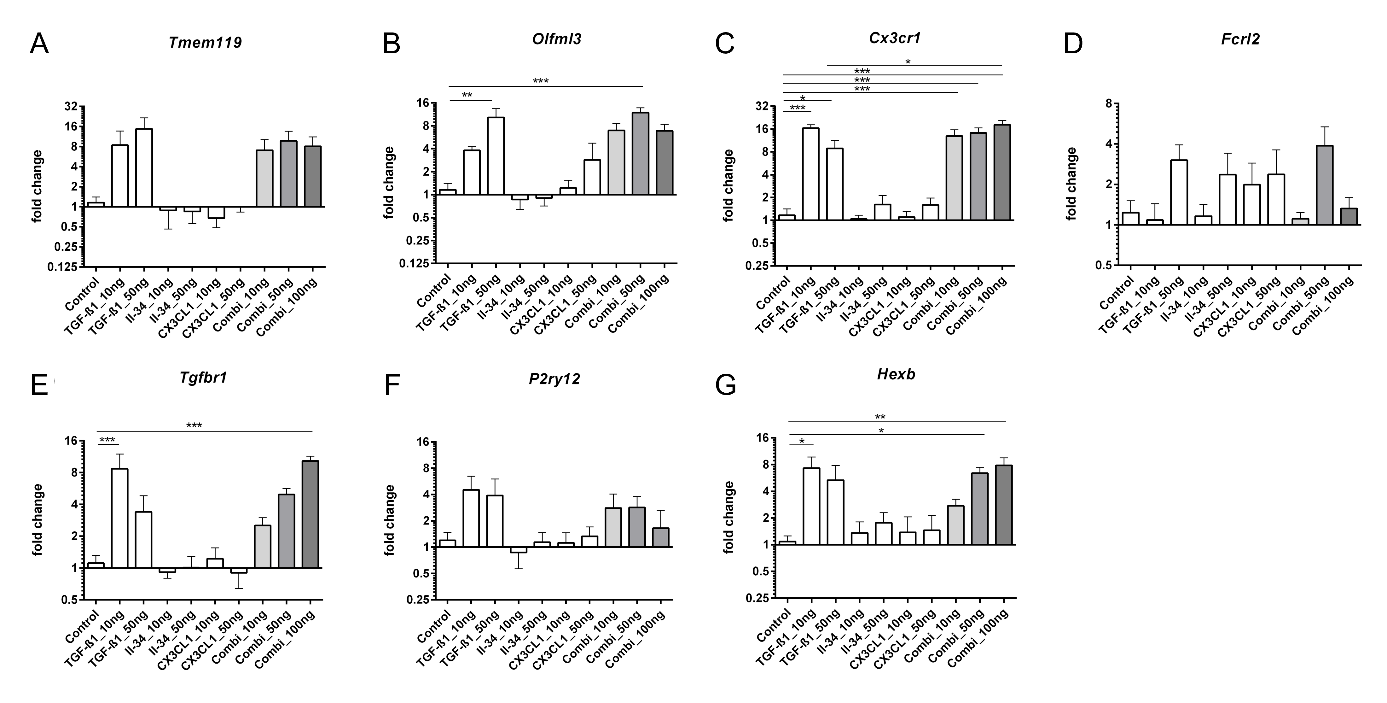

***Supplementary Figure 1****. RT-qPCR analysis of cytokine effects on seven signature genes in neonatal murine primary microglia. (A-G) Microglia were isolated from neonatal C57BL/6N mice by shaking method and cultured for 24 h in 12-well plates in DMEM/F12 + 10% FBS + 50 µg/mL gentamicin (control) supplemented with three different cytokines (TGF-β1, IL-34, CX3CL1) alone or in combination as indicated. Data are presented as fold change (2^-ΔΔCt^) normalized to Ywhaz and expressed relative to the mean of the control; mean ± SEM. n=3-9. Statistics: One‑way ANOVA with Tukey’s multiple comparison test, only p-values for comparisons vs. control are shown. A–G, individual genes as labeled. Significance: * P<0.05; ** P<0.01; *** P<0.001.*

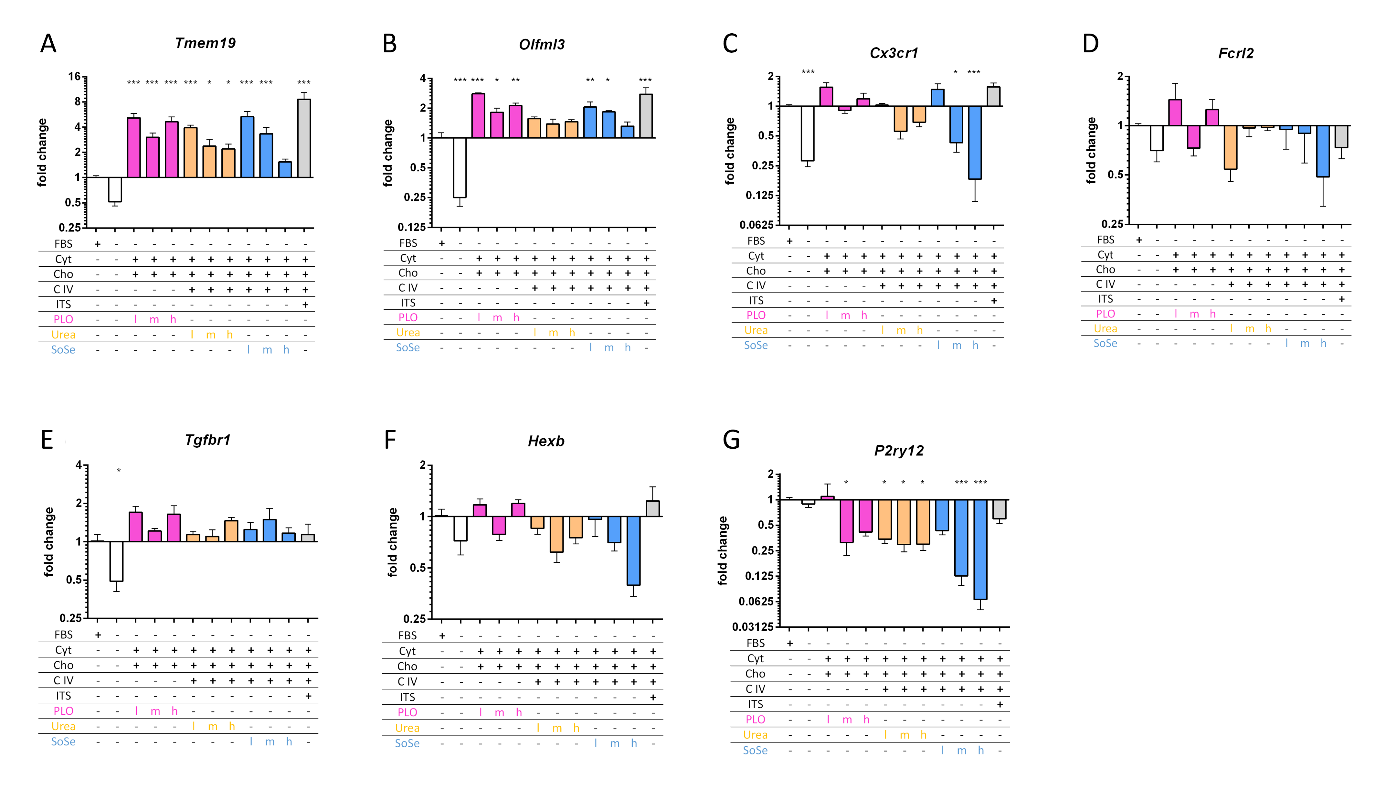

***Supplementary Figure 2****. RT-qPCR analysis of cytokine effects on seven signature genes in neonatal murine primary microglia. (A-G) Microglia were isolated from neonatal C57BL/6N mice by shaking method and cultured for 24 h in 12-well plates in DMEM/F12 + 50 µg/mL gentamicin (control) and varying medium supplements: fetal bovine serum (FBS, 10%); TGF-β1, IL-34, CX3CL1 (Cyt, 100 ng/mL each); cholesterol (Cho, 1.5 µg/mL); insulin-transferrin-selenium solution (ITS, 0.1x); different concentrations of urea (low (l): 10 µg/mL, medium (m): 50 µg/mL, high (h): 500 µg/mL); different concentrations of sodium selenite (SoSe, low (l): 0.1 µg/mL, medium (m): 1 µg/mL, high (h): 10 µg/mL). Well plates were coated with 2 µg/mL collagen-IV (C IV) or different concentrations of poly-l-ornithine (PLO, low (l): 0.001%, medium (m): 0.01%, high (h): 0.1%) prior to seeding cells as indicated. Data are presented as fold change (2^-ΔΔCt^) normalized to Gapdh and expressed relative to the mean of the control; mean ± SEM. n=3-9. Statistics: One‑way ANOVA with Tukey’s multiple comparison test, only p-values for comparisons vs. control are shown. A–G, individual genes as labeled. Significance: * P<0.05; ** P<0.01; *** P<0.001.*

How the deposited data were processed for this re-analysis (not part of the article)

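RNA from primary mouse microglia was measured by RNA-seq in 3 control cultures (serum-free DMEM/F12) and 3 cultures under the optimized conditions. The authors mapped paired-end reads to mm39 with HISAT2 and counted them with featureCounts in Galaxy. They deposited a table of raw counts per gene, without normalization, and a table of FPKM values, for the same 41079 genes and 6 libraries. The versions, the annotation, the strand setting and the handling of reads on more than one gene are not stated in the paper's text. In the deposited FPKM table, each value was the count divided by a constant of the gene and a constant of the library, and the library constants did not follow the count totals exactly.

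Samples were mapped to conditions and replicate numbers from their labels, and columns to samples by the names in the labels. No column of another sample was in the tables. The labels name only the cytokines for the treated libraries, while the paper adds cholesterol, insulin-transferrin-selenium and collagen IV, and the paper's description is used.

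The counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr, counts were scaled with TMM factors, and conditions were compared with the quasi-likelihood test (glmQLFit and glmQLFTest) without further terms, over 14618 genes, with Benjamini-Hochberg adjustment and a threshold of 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. The cut-off of Fig. 6B, an unadjusted p-value under 0.01 and a log2 fold change of at least 1.5 in either direction, was applied to the same test. The common dispersion was 0.016, which is a coefficient of variation between replicates of 0.13. The count totals were between 20628148 and 27261839, so genes with few counts, such as Adamts16, Ebf3, Siglech and Il6, carry large errors. Spread between replicates gave errors of similar size in some genes with more counts. Col3a1, with 211 to 1488 counts per library, had a standard error of 0.65, against 0.52 for Ebf3.

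Gene lists were tested with camera from limma 3.58.1, with a preset correlation of 0.01 and adjustment over the 11 lists. They were the signature genes, activation genes named in the introduction, inflammatory effectors, interferon response, stress response, TGF-β feedback and target genes, cholesterol synthesis and uptake, LXR targets, selenoproteins, proliferation and disease-associated microglia genes. Markers of neurons, astrocytes, oligodendrocytes and fibroblasts were summed as CPM. Lists of pericyte and oligodendrocyte precursor genes were added after the change of Cspg4 had been seen and before their own values were examined.

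The genes named in the text are those the paper names for this experiment, including Fig. 6B, its signature and reference genes, the markers of Fig. 1C, members of the lists, and the 5 genes with the largest and the 5 with the smallest log2 fold change among those with an adjusted p-value under 0.05, a mean of at least 5 CPM, the same direction in all 3 same-numbered pairs, and a symbol that is not that of a predicted gene. Rnase4, Rabepk, Cspg4 and Ctsd fall outside this rule and were chosen after their values were seen. Not every gene under the rule is reported by name, so the genes named from a list need not include its lowest or highest member. Coordinates are those of GENCODE M39 on GRCm39, the build the authors used, in which 35087 of the 41079 symbols were found. Of the listed genes, 11554 have an exon that overlaps an exon of another listed gene.

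Alternatives chosen before the data were examined were relative log expression factors, library size alone, DESeq2 1.42.0, no filter on low counts, at least 10 counts in every library, the replicate number as a block, each library left out in turn, limma on log2(FPKM + 1), on log2(FPKM + 0.1) and for genes with a mean FPKM of at least 1, a linear model gene by gene on log2(FPKM + 0.1), an adjusted p-value under 0.01 for the cut-off, fry, and camera with an estimated correlation. Fold changes from FPKM are on the log2(value + pseudocount) scale, which understates the change of low genes.

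The steps were tested on simulated counts drawn from the means and library sizes of the real data, in which the cholesterol list and a seeded set of other genes were changed. edgeR recovered 96.3% of the 219 changed genes among 14456 tested, and 2.76% of its calls were unchanged genes. With a gene length trend added to simulated library 1 of each condition, edgeR recovered 84.5%, and 0.538% of its calls were unchanged genes. With that trend removed it recovered 95.4%, and 4.57% of its calls were unchanged genes. DESeq2 recovered 92.7%, and 6.02% of its calls were unchanged genes. Limma recovered 94.1% of 222 changed genes among 14618 tested, and 5% of its calls were unchanged genes. An earlier random draw was replaced because it had placed changed genes inside other lists. Limma's share of unchanged genes was higher in that draw, so this figure depends on the draw. Camera called 1 list, the one that had been shifted. Every simulated gene had the same dispersion, genes were drawn independently and few of them were changed. The simulation therefore cannot test correlation between the genes of a list, or the scaling when many genes change. The gene list of the heat map in Fig. 6A, the RT-qPCR data and the microarray data were not analysed here.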

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

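The tests of trends, of overlapping genes and of the abundant genes were chosen after the main result had been seen, and those of the abundant genes and of the disease-associated list alone also after the values they use. The tests of the cholesterol, selenium, TGF-β, LXR and proliferation lists were chosen before the data were examined.

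The paper does not discuss the cholesterol synthesis and uptake list, which was lower in the optimized cultures, with a median log2 fold change of -1.07 and an adjusted p-value of 5.5e-18 by camera. Of its 22 tested genes, 18 were lower and 0 higher at an adjusted p-value under 0.05 by edgeR, and 21 had a negative log2 fold change. Tm7sf2, at 0.039, was the one gene above 0. Cholesterol was part of the optimized medium, and lower expression of SREBP2 targets was written down as the outcome if the added cholesterol reached the cells. The value of -1.07 is consistent with that hypothesis, but no library received cholesterol without the other supplements, so the other supplements stay open. The list kept its direction and its adjusted p-value under 0.05 with the length trend removed and without overlapping genes. A rise of LXR targets was the other outcome written down for added cholesterol. That list had a median of 0.17 with an adjusted p-value of 0.25 by camera, and its members went both ways, from -1.92 for Nr1h3 to 0.90 for Mylip, so it decides nothing. Exons of Nr1h3 overlap those of Acp2, whose mean count was 37.2 times as high.

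The TGF-β feedback and target list was higher, with a median log2 fold change of 2.06 and an adjusted p-value of 2.2e-22 by camera. All 11 genes were higher at an adjusted p-value under 0.05 by edgeR. Smurf2, at 0.28, was the lowest and lost this under several alternatives. This is the outcome written down for added TGF-β1 if it acts on its target genes, and 2.06 is consistent with it. The design cannot separate TGF-β1 from the other supplements.

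The interferon response list was lower, with a median of -1.92, and Rsad2 was the lowest of its 13 genes at -2.6. No biological hypothesis on its source was tested. The selenoprotein list was higher, with a median of 0.34 and an adjusted p-value of 0.00064 by camera. Its members ranged from -0.44 for Txnrd1 to 1.74 for Msrb1. Its median was smaller with library size alone (0.21) and with limma on log2(FPKM + 1) (0.19). Selenium in the insulin-transferrin-selenium supplement was the hypothesis written down, and 0.34 is consistent with it, but the list was not past the threshold with an estimated correlation (adjusted p = 0.30). The proliferation list was lower, with a median of -0.97 and 16 of 17 genes lower at an adjusted p-value under 0.05 by edgeR, from -1.5 for Mcm5 to -0.18 for Mcm6. Higher proliferation genes had been written down as the outcome if hIL-34, a CSF1R ligand, raised them, but no library received hIL-34 without TGF-β1 and the other supplements. The value of -0.97 is the net change in the combined medium and does not decide what hIL-34 does alone. Cell division itself was not measured.

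The disease-associated microglia list had a median of 0.60 and an adjusted p-value of 0.0087 by camera, with 8 genes higher and 5 lower by edgeR, from -1.55 for Lpl to 2.74 for Ch25h. With the gene length trend removed, its adjusted p-value was 0.080 by camera, while its median hardly changed. The call of this list thus depended on the length trend, but the size of its median did not. Whether a length trend contributes to the call stays open. Without optimized replicate 2 its median was 0.33.

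For the 8 lists past the threshold, including the signature and inflammatory lists, technical explanations were weighed. With a spline on gene length removed from each library, 7 of the 8 kept their direction and an adjusted p-value under 0.05, and with length and GC content removed 7 did, the exception in both being the disease-associated list. Without the genes whose exons overlap a gene with at least 0.2 times their own count, 8 did, which argues against reads counted on overlapping genes. The 10 most abundant genes of a library took between 14.3% and 24.1% of its counts, more in optimized cultures. By this share alone, all other genes of an optimized library would be shifted against a control library by at most 0.18 on the log2 scale, in one direction. With TMM, the list medians were at least 0.34 in size, with 4 lists higher and 4 lower. With library size alone, which leaves such a shift in, all 8 lists kept their direction. The smallest median was then 0.21, of the selenoprotein list, which is close to 0.18 in size. A shift in one direction cannot give both, which argues against these abundant genes as the whole cause. What stays open in these libraries is which supplement is behind each list. For the signature genes, the paper tested single cytokines by RT-qPCR in medium with serum and attributes the rise mainly to hTGF-β1.

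Among single genes, the largest increases among genes the paper does not discuss were those of Npnt (log2 fold change 5.61), Gcnt2 (5.03), Notch4 (4.97), Htr2b (4.80) and Ache (4.69). The largest decreases were those of Clec4a1 (-6.50), Fpr2 (-5.92), Ccl5 (-4.81), Slamf8 (-4.66) and Mmp9 (-4.60). In each of these 10 genes, all 3 libraries of one condition lay above all 3 of the other. Fpr2 had 2, 5 and 5 counts in the optimized libraries, so the size of its decrease is uncertain. Mmp9 had 14, 10 and 54 counts there. Exons of Htr2b overlap those of Psmd1, and those of Gcnt2 overlap A730081D07Rik. No explanation for single genes of this group was tested.

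1 of the 10 splits of the 6 libraries into 3 and 3, the real one, gave as many genes with an adjusted p-value under 0.05, and the other 9 gave 0. For the cut-off of Fig. 6B, 1 of the 10 splits gave as many genes as the real one, and the other splits gave at most 11. As 10 splits cannot give a share under 0.1, this count by itself cannot decide about chance.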

How the results depend on the processing

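The alternatives named in the processing summary were chosen before the data were examined, except the removal of length and GC trends and of overlapping genes, which were chosen after seeing the data.

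The number of genes with an adjusted p-value under 0.05 was between 3249 and 5234 across the 6 fits that each left out one library, against 4360 with all. Of the 4360 genes, 4306 were also called by DESeq2, 4344 with relative log expression factors and 3731 with library size alone, none of them with the opposite sign. Library size alone shifted the median log2 fold change of all genes from 0.0079 to -0.12, and the share of higher genes among those called from 49.1% to 32.3%. With the FPKM values it was 32.2% with a pseudocount of 1, 35.7% with 0.1 and 28.8% for genes with a mean of at least 1. The count of genes with adjusted p under 0.05, higher in optimized cultures, was then 1350, 1272 and 1175 in these 3 fits, against 2142. The cause was not tested. With library size alone, the genes past the study's cut-off, higher in optimized cultures, numbered 376, and those lower 430, and with limma on log2(FPKM + 0.1) 321 and 372, against 453 and 370. The number of genes past the study's cut-off was 328 with limma on log2(FPKM + 1) (134 higher and 194 lower), and 333 (134 and 199) with the filter on FPKM, against 823. A pseudocount shrinks the fold changes of low genes. Higher genes past the cut-off numbered 294 with at least 10 counts in every library, which tests fewer genes, and 294 with the linear model gene by gene.

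The signature, inflammatory, TGF-β, cholesterol and proliferation lists kept their direction and an adjusted p-value under 0.05 under every alternative run. The interferon list lost the threshold with an estimated correlation only (median -1.92, adjusted p = 0.14). The selenoprotein list (median 0.34) and the disease-associated list (0.60) lost it there too, both with an adjusted p-value of 0.30. The disease-associated list also lost it with FPKM and a pseudocount of 1 (0.42), with the length trend removed (0.59) and with the length and GC trends removed (0.52). The LXR list, with a median of 0.17, passed the threshold under fry (adjusted p = 0.0047). The stress and activation lists did not pass it in any fit. The causes were not tested.

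Of the reference genes, Gapdh lost the threshold with library size alone (0.29) and with FPKM (0.27 with a pseudocount of 1, with and without the filter, and 0.28 with 0.1), and was between 0.31 and 0.57 across the 6 fits that each left out one library, 4 of which lost it. For the reference genes, Ywhaz, with a log2 fold change of 0.12, the value reversed to -0.012 with library size alone, to -0.023 with FPKM and a pseudocount of 1, with and without the filter, and to -0.024 with 0.1. The log2 fold change of Tm7sf2, 0.039, reversed to -0.094, -0.082, -0.097 and -0.082 in the same order (library size alone, FPKM with a pseudocount of 1, with 0.1, and with the filter) and to -0.015 without control replicate 3, and was 0.11 without control replicate 1. Neither gene passed the threshold in the main comparison. Summed neuronal markers had a log2 ratio of 1.24 and astrocytic markers one of 0.57 when FPKM replaced CPM. FPKM weighs genes by length.

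Replicate numbers are shared by the labels. The deviations of same-numbered libraries from their group means correlated across genes by 0.27, -0.012 and 0.18. Differently numbered libraries gave between -0.29 and 0.19, so only replicate 1 lay above that range. This does not decide whether the libraries are paired, and the main comparison took them as unpaired. The replicate block lowered the common dispersion from 0.016 to 0.010, so a batch shared by same-numbered libraries stays open. With the replicate block, 4924 genes had an adjusted p-value under 0.05, the number of genes past the study's cut-off was 835, and the block changed no call of a list.

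Among the 60 genes followed one by one, 29 other results changed: 25 weaker and 4 stronger. Low counts limit Ebf3, Siglech and Adamts16 most.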

Differences from the paper's values

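For 10 of the 27 genes labelled in Fig. 6B, the log2 fold change differed from the value read by eye by more than the replicate SD. The number of such genes depended on the fit. It was 20 without optimized replicate 1, 6 without optimized replicate 2 and 16 with the replicate block. In every fit the replicate SD was derived from the standard error as for 3 libraries against 3. That makes the SD too large where one library is left out, so the counts of those fits may be too low. The readings were written down after the fold changes computed here had been seen, and gaps under 0.1 were not counted, as a reading is no finer than that. Cxxc5 was at about 1.6 in Fig. 6B, read by eye, and 1.74 here. Havcr2 was at about 2.1 in Fig. 6B and 2.27 here, Gtf2h2 at about 2.3 and 2.45, Slco2b1 at about 3.1 and 3.29, Pmepa1 at about 4.4 and 4.56, Usp2 at about 2.4 and 2.57, Cx3cr1 at about 2.0 and 2.15, Pald1 at about 2.8 and 2.94, Scoc at about 1.5 and 1.86, and Lacc1 at about -2.2 and -2.05.

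Among the alternatives set before the data were examined, library size alone brought all of these except Scoc within the replicate SD, with values of 1.61 for Cxxc5, 2.14 for Havcr2, 2.31 for Gtf2h2, 3.16 for Slco2b1, 4.43 for Pmepa1, 2.44 for Usp2, 2.02 for Cx3cr1, 2.81 for Pald1 and -2.18 for Lacc1. Limma on log2(FPKM + 0.1) also brought these 9 within it, but it opened gaps for 3 genes with low counts, Adamts16 (about 6.3 in Fig. 6B and 1.22 in this fit), Ebf3 (about 1.9 and 0.44) and Siglech (about 1.7 and 0.98). Limma on log2(FPKM + 1), with or without the filter, brought Havcr2, Slco2b1 and Cx3cr1 within it, but without the filter 16 of the 27 genes then differed. Under other alternatives a gap fell within the replicate SD of that fit with a change of less than 0.1 in the value. Without a filter on low counts, this held for Cxxc5, Gtf2h2, Pmepa1, Usp2, Cx3cr1 and Pald1, each slightly closer to the reading. With DESeq2 it held for Cxxc5 (1.75) and Usp2 (2.57), which lay no closer to the reading than before, so only the SD had grown. In fits that left out one library it held for Cxxc5, Gtf2h2, Slco2b1, Pmepa1, Usp2, Cx3cr1 and Pald1, with an SD that is too large there. Cxxc5 lay no closer to the reading without control replicate 1 (1.74) or control replicate 3 (1.77). Relative log expression factors, at least 10 counts in every library and the replicate block brought none of the 10 within it, and Scoc stayed outside it under every alternative set before the data were examined, with values between 1.66 and 1.95.

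The paper counts Rapgef5 among the genes lower past its cut-off, and here its log2 fold change was -1.42. It was past the cut-off with library size alone (-1.54), with log2(FPKM + 0.1) in limma (-1.51) and in the linear model gene by gene, and without optimized replicate 1 (-1.58). Tgfbr1 passed the cut-off here, with a log2 fold change of 1.89, and is not labelled in Fig. 6B. With library size alone it was at 1.77. Whether it belongs to the gene list of the figure is not known here. In Fig. 6B, Cxxc5 has the smallest p-value among the labelled genes, and here Pmepa1 does.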

Other observations

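The tests on Cspg4 were chosen after its change was seen and before the levels of the lists were examined. The other tests in this part were chosen after the result they bear on was seen.

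Cspg4 rose from 31.2 to 510 CPM, a log2 fold change of 4.04 that the paper does not report. Pericytes and oligodendrocyte precursor cells express this gene and were weighed as candidate sources. The highest level in the optimized cultures was 7.12 CPM (Acta2) among 10 pericyte genes and 6.33 CPM (Olig1) among 7 precursor genes, and Pdgfrb and Pdgfra stood at 1.20 and 3.57 CPM. Among the pericyte genes, Myh11 rose from 0.099 to 2.29 CPM, Des from 0 to 0.99 and Rgs5 from 0.028 to 0.58. Vtn went the other way, from 0.24 to 0.13 CPM. The low levels argue against either cell type as the main source, but a small share of pericytes in the optimized cultures is not excluded. What raises Cspg4 stays open.

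Spread between replicate libraries followed gene length. Across genes, the deviation of a library from its group mean was correlated with length (Spearman). The correlations were 0.45, -0.44 and -0.19 in optimized libraries 1 to 3 and 0.28, 0.040 and -0.33 in control libraries 1 to 3. Genes are not independent replicates. Removing a length trend from each library lowered the common dispersion from 0.016 to 0.011, which is consistent with a length trend between libraries as one source of the spread. The largest correlation with GC content was 0.22 in size. No fit removed a GC trend alone, so a GC trend and a length trend cannot be told apart here. No biological explanation of this spread was tested. The log2 fold changes between the conditions correlated with length by only 0.074 (Spearman, across genes).

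Some genes that share exons had similar counts. Over 786 pairs of genes whose exons overlap by at least 1000 bases on opposite strands, the log2 fold changes correlated by 0.46 (Spearman, across pairs), against 0.15 over 4716 neighbouring pairs on opposite strands without overlap. This correlation and the near-equal counts in the Ugt1a locus are what reads given to every overlapped gene, without regard to strand, would produce. Other pairs went the other way. Usp2 and Gm39325 overlap by 890 bases of exons and had mean counts of 349 and 1.67. Slc1a3 and Gm31340 overlap by 500 bases and had 117 and 0. The annotation the authors counted on is not stated, so the way reads were counted stays open.

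Spp1, named in the introduction with activation, was higher in the optimized cultures with 26341 against 7898 CPM. With library size alone its log2 fold change was 1.61. This scaling moves all genes about alike and Spp1 is itself abundant, so the comparison decides nothing, and whether a few genes that take more of the counts play a part stays open. No biological explanation for its rise was tested.

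The markers of other cells that the paper shows for microarrays in Fig. 1C were low in the RNA-seq libraries. Summed over 3 genes, neuronal markers had 2.74 ± 0.63 CPM (SD, n = 3) in control and 4.10 ± 0.16 CPM (SD, n = 3) in optimized cultures. The 2 astrocytic markers had 4.41 ± 0.76 and 5.64 ± 0.10 CPM, and the 3 oligodendrocytic markers 5.87 ± 0.28 and 7.60 ± 1.50 CPM. A list of 10 abundant astrocyte transcripts had 99.1 ± 5.50 and 100.5 ± 18.3 CPM. In this list, Aldh1l1 fell from 16.5 to 4.64 CPM, a log2 fold change of -1.83. No other member had an adjusted p-value under 0.05 by edgeR's quasi-likelihood test. The 6 fibroblast and mesenchymal transcripts had 96.3 ± 12.1 and 234 ± 78.6 CPM, of which Sparc, which microglia also express, made up 57.8 and 161 CPM. Optimized library 3 had 323 CPM of this list, and Col3a1 had 1488 counts there against 252 and 211 in optimized libraries 1 and 2. The two-sided exact permutation test gave p = 0.1 for the neuronal, astrocytic and fibroblast sums, the smallest that 3 libraries against 3 allow, p = 0.3 for the oligodendrocytic sum and p = 1 for the abundant astrocyte transcripts.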
